# Scaling and self-similarity in the formation of the embryonic epigenome

**DOI:** 10.1038/s41567-026-03263-x

**Published:** 2026-04-29

**Authors:** Fabrizio Olmeda, Tim Lohoff, Ioannis Kafetzopoulos, Stephen J. Clark, Laura Benson, Fatima Santos, Felix Krueger, Simon Walker, Wolf Reik, Steffen Rulands

**Keywords:** Computational biophysics, Statistical physics, Biological physics

## Abstract

The development of complex tissues relies on the precise assignment of cell identity. At the molecular scale, this process depends on the deposition of epigenetic modifications—such as methylation—that are regulated by complex biochemical networks and occur at specific regions on the DNA and chromatin. Here we show that despite the complexity of epigenetic regulation, dynamical scaling and self-similarity of DNA methylation marks emerge in embryonic development. Drawing on single-cell multi-omics experiments, super-resolution microscopy and statistical physics, we demonstrate that these phenomena originate in dynamical feedback between DNA methylation and the formation of nanoscale dynamic chromatin aggregates. These nanoscale processes lead to genome-wide increase in DNA methylation marks following a power law and self-similar correlation functions. Using this framework, we identify methylation patterns that precede gene expression changes in embryonic symmetry breaking. Our work identifies linear sequencing measurements as a laboratory to study mesoscopic biophysical processes in vivo.

## Abstract (web summary)

During development, cells acquire their identity—a process that depends on epigenetic modifications such as methylation. Now, a statistical physics analysis of methylation helps explain embryonic symmetry breaking.

## Main

The self-organization of cells into complex tissues during development relies on the tightly regulated behaviour of individual cells. This regulation is governed by molecular programs that include not only gene expression but also epigenetic modifications—chemical changes to DNA and histones, the proteins around which DNA is wrapped—as well as their spatial organization within the nucleus^1,2^ (Fig. 1a). Recent advances in genomics have enabled the characterization of intricate biochemical networks that orchestrate the spatial and temporal positioning of these epigenetic modifications. Among these, DNA methylation—an essential layer of epigenetic regulation—involves the addition of a methyl group to cytosine residues, primarily within CpG dinucleotides. This process has a pivotal role in development, ageing and disease^3,4^.

**Fig. 1:**
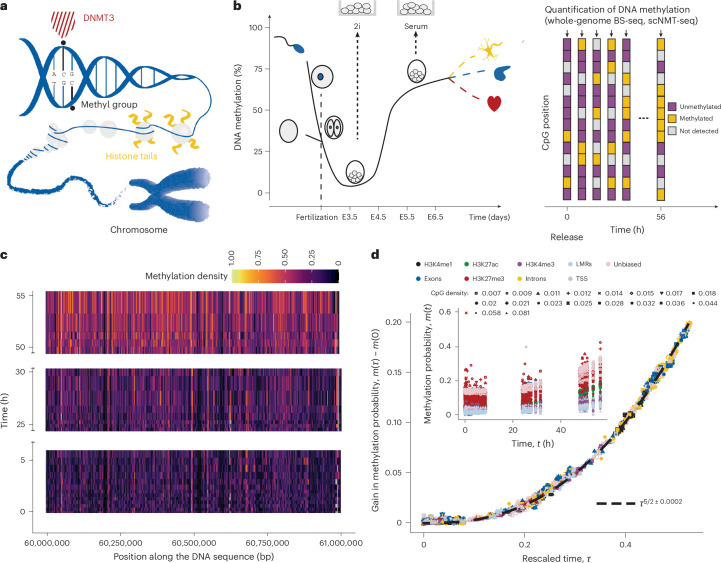
Scaling and self-similarity of de novo DNA methylation. **a**, Schematic showing epigenetic processes involved in regulating cell fate. **b**, Schematic showing the time evolution of global DNA methylation levels during early mouse development (left) and the quantification of DNA methylation in the 2i release experiment. In single-cell BS-seq, a given CpG site can be measured as methylated, unmethylated or undetected. **c**, Heat map showing DNA methylation levels across an exemplary genomic domain over time. **d**, Inset: average probability that a CpG site is methylated increases at different rates in genomic regions with different functional annotation (colour; Extended Data Table 1) and CpG density (shape). H3K4me1, histone H3 Lys4 monomethylation; H3K4me3, histone H3 Lys4 trimethylation; H3K27me3, histone H3 Lys27 monomethylation; H3K27ac, histone H3 Lys27 acetylation; LMR, lowly methylated regions; TSS, transcription start sites; Unbiased, tiling of the genome into windows of equal coverage. The main plot shows the curves that were parameterized as *m*(*t*) = *m*(0) + *bt*^*c*^; *τ* = *t*/*b* is shown on the *x* axis and *m*(*τ*) − *m*(0) on the *y* axis (see ‘Quantification of DNA methylation dynamics’ section). The gain in average DNA methylation follows a single power law with an exponent of 5/2 (dashed line; Methods). The exponent is robust with respect to log transformation and its uncertainty denotes 95% confidence intervals.

In early mammalian development, the zygote comprises pluripotent cells capable of differentiating into all adult cell types. During this phase, a genome-wide erasure of DNA methylation occurs, effectively resetting the epigenetic landscape^5^. As development progresses and cells exit pluripotency, the genes *Dnmt3a* and *Dnmt3b* become upregulated. These gene produce de novo methyltransferase enzymes that rapidly re-establish methylation patterns across the genome. This results in methylation of over 80% of CpGs^6,7^.

Despite this well-documented transition, the spatiotemporal dynamics governing the establishment of the embryonic methylome remain poorly understood. Here we combine single-cell DNA methylation experiments with a novel theoretical framework that applies methods from non-equilibrium statistical physics^8^ to epigenomic processes. Our analysis reveals that feedback between one-dimensional biochemical modifications along the genome and three-dimensional chromatin organization gives rise to emergent scaling laws during the establishment of embryonic methylation patterns. Specifically, we identify self-similar time evolution in average DNA methylation levels, characterized by a power law with an exponent of 5/2, invariant across genomic regions. Furthermore, our theory predicts spatial two-point correlation functions that are in excellent agreement with in vitro experimental data. The emergence of scaling suggests that physical constraints—emerging from the chromatin architecture and enzyme dynamics—have a central role in the establishment of the embryonic epigenome. Finally, using these results, we identify genomic regions that dynamically change before gene silencing events during the earliest symmetry-breaking transitions in the embryo.

## Results

To systematically understand the dynamics of DNA methylation marks, we used an experimental model system that has been shown to recapitulate the epigenetic and transcriptional changes occurring in vivo before cells are primed for differentiation between 3.5 and 5.5 days after fertilization in the mouse embryo^9–12^. In this model system, mouse embryonic stem cells (mESCs) were cultured long term in 2i culture conditions (see ‘2i release cell culture’ section), in which DNA methylation is globally reduced. Cells were then released into serum conditions (Fig. 1b; see ‘2i release whole-genome BS-seq’ section for details of the cell culture and a discussion of similarity to the mouse embryo), where the methyltransferase enzymes DNMT3a and DNMT3b that can convert unmethylated cytosines into methylated cytosines are upregulated^13^. After release into serum conditions, we performed two complementary sets of experiments (Fig. 1b). (1) A whole-genome bisulfite-sequencing (BS-seq) time course of 31 time points over a period of 56 h, giving access to a high-coverage quantification of DNA methylation with high temporal resolution. 

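The transcriptomes come from a release from 2i into serum of mouse embryonic stem cells that the labels describe as the line E14. In scNMT-seq the RNA and the DNA of the same cell are separated and sequenced, and only the RNA was used here. The authors deposited the number of reads counted on each gene in each of 288 wells, without normalization, with 96 wells labelled D0 (0 h), 96 labelled D1 (24 h) and 96 labelled D2 (48 h). The sample descriptions name a filtered and normalized table, but the one deposited holds whole numbers for every well, including wells that fail the filter, and was taken as raw counts. The reads had been aligned with HISAT2. The paper's text does not name the genome build, the annotation or the counting tool for these libraries, so genes are given by the names in the deposited table. Each time point was 1 culture on 1 plate as far as the labels show. Plate, library and time point therefore cannot be told apart, cells are not replicates, and no test between time points was run. After the filter of the study, cells labelled D0 had between 255040 and 10073010 reads on genes with a median of 1610758.5, those labelled D1 between 202157 and 43336922 with a median of 7956161.5, and those labelled D2 between 491549 and 9812323 with a median of 2162090. The median number of genes with at least 1 read was 9002 in D0, 10676 in D1 and 4744 in D2. With each cell thinned at random to 200000 reads it was 7810, 8058.5 and 3974. Counts were divided by the total reads of the cell and brought to a common total, given as CPM, as the mean over cells with the SD between cells. Shares of cells with a read have exact 95% Clopper-Pearson intervals. The libraries carry no molecular identifiers in the deposited counts, so intervals cover counting error only. A difference between the plates bears on every comparison with D1. Hprt, and the sum of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty), which were chosen after their values were seen, had a mean of 207 ± 141 CPM and 269 ± 187 CPM (SD between cells) in cells labelled D1. In D0 the means were 3.08 and 22.9 CPM, and in D2 2.68 and 5.21 CPM.

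**Figure D1:**
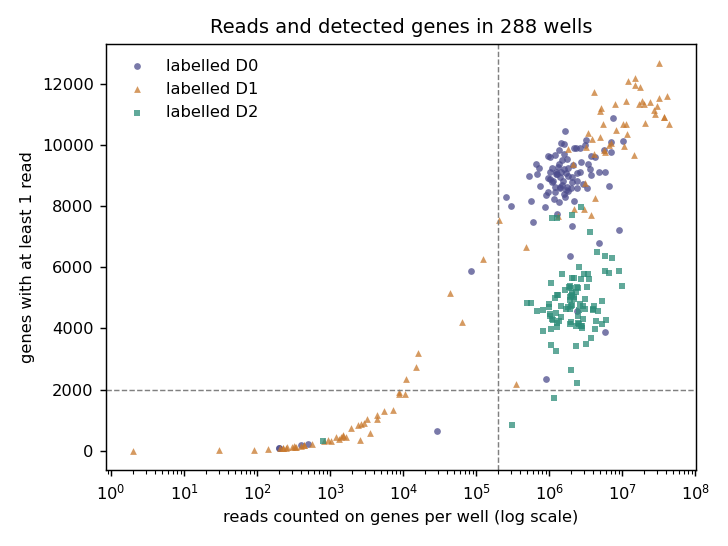
Reads counted on genes (log scale) against genes with at least 1 read in each of 288 wells, by label. Dashed lines mark 200000 reads and 2000 genes. Wells labelled D2 with more than 200000 reads mostly have fewer genes than wells labelled D0 or D1 of similar depth, and 39 wells labelled D1 have fewer than 10000 reads.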

(2) A single-cell NMT-sequencing (scNMT-seq) experiment of 288 cells with a lower temporal resolution (0 h, 24 h and 48 h), providing simultaneous information on the genomic distribution of DNA methylation and accessibility as well as on the transcriptome in single cells^14^ (see ‘2i release scNMT-seq’ section). Details on the processing of sequencing data are given in the ‘Processing of whole-genome BS-seq data’ section.

We initially focused on the time evolution of DNA methylation levels during de novo DNA methylation in the BS-seq experiment (Fig. 1c). The placement of methylation marks is thought to be regulated by a number of different factors, including the density of CpGs, especially highly dense regions known as CpG islands, transcription and histone modifications^15^. As a reflection of the complexity of de novo DNA methylation, we found that functionally distinct genomic regions (such as promoters, gene bodies, CpG islands and so on), obtained from previously published Chip-seq data (Extended Data Table 1) acquired average DNA methylation levels at different rates (Fig. 1d, inset). However, rescaling time by a scale factor (see ‘Quantification of DNA methylation dynamics’ section) collapsed all curves onto a single scaling form. A comparison of the magnitude of the scale factor to DNMT3A/B binding locations obtained from previously published Chip-seq data (Extended Data Table 1 and Extended Data Fig. 1a,b) suggests that the scale factor mostly describes genomic variations in enzyme binding affinities. More importantly, the emergence of scaling itself suggests that there is a generic mechanism of how DNA methylation is established genome wide. In particular, the collapsed scaling curve almost perfectly follows a power law with a non-trivial exponent of 5/2 (Fig. 1d). This implies self-similarity in time such that the time evolution of average DNA methylation levels is scale invariant. Temporal scale invariance and scaling behaviour with a specific exponent of 5/2 are reminiscent of collective, self-organization processes^16^, suggesting that DNA methylation marks are established via a collective mechanism involving interacting DNMT3 enzyme molecules^17,18^. The shape of the scaling curve reflects a genome-wide, generic mechanism governing de novo DNA methylation. Unintuitively, the emergence of self-similar scaling and the specific shape of the scaling curve are independent of the the genomic context, even for regions that are regulated differently, such as active or repressive regions (Fig. 1d), binding regions of two distinct members of the DNMT3 family (Extended Data Fig. 1c), or compartments of dense or dilute chromatin (A and B compartments; Extended Data Fig. 1d).

### From sequence to physical space

Understanding the biophysical origin of self-similarity and scaling requires understanding how these collective processes come about in space and time and on the mesoscopic scale. To do this, we developed a theoretical framework that maps detailed measurements along the linear DNA sequence to mesoscopic processes in physical space (Fig. 2a and Supplementary Information, section I). Specifically, we begin by defining a minimal ansatz for general out-of-equilibrium stochastic enzyme kinetics incorporating (1) binding and unbinding of enzymes to the DNA and (2) chemical modifications of the DNA. Apart from these processes describing typical enzyme kinetics, this framework also incorporates (3) general and unknown interactions of enzymes along the DNA sequence. The time evolution of the probability, $$P(\vec{D},\vec{m})$$, of finding a given enzyme binding profile $$\vec{D}$$ and DNA methylation profile $$\vec{m}$$ at a given time *t* then follows a master equation that contains an as-yet-unknown interaction kernel *J*_*ij*_ quantifying how individual binding events at genomic positions *i* and *j* influence each other (Supplementary Information, section II). By calculating the first and second moments of $$P(\vec{D},\vec{m})$$ using a path-integral approach (Supplementary Information, sections II.1 and II.2 and ref. ^19^), we found that for interactions decaying as *J*_*ij*_ ∝ ∣*i* − *j*∣^−*λ*^ restricted to the closest bound enzymes (Fig. 2b), the first moment of DNA methylation increases according to 〈*m*〉 ∝ *t*^1+1/(1−*λ*)^. We, therefore, obtain *λ* = 1/3 by comparison with Fig. 1d (Supplementary Information, section II.3).

**Fig. 2:**
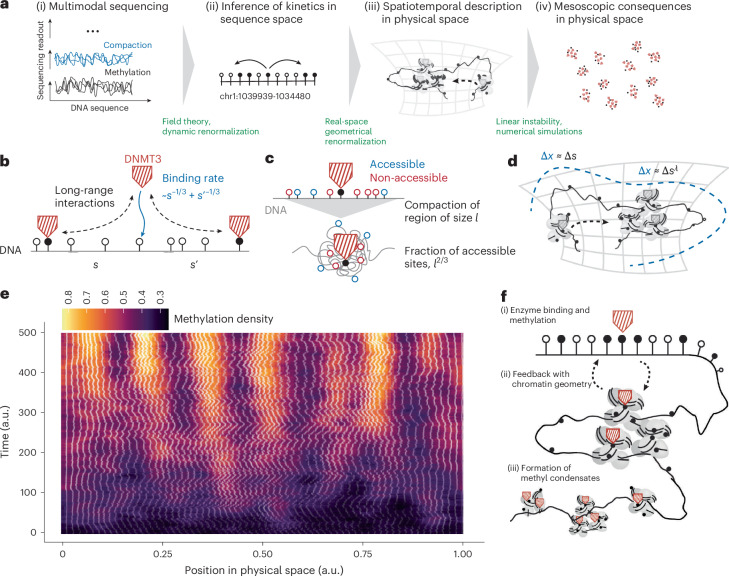
Inference from sequence to physical space and time. **a**, Summary of the theoretical approach. **b**, Schematic illustrating the inferred quantification of interactions between methylation events in sequence space. DNMT3A/B enzymes bind to unoccupied CpG sites with a rate that decreases with the distance to the nearest bound sites. **c**, Geometric interpretation of the inferred interactions. The binding rate along the one-dimensional DNA sequence is interpreted as feedback between de novo methylation and chromatin compaction in the three-dimensional space of the cell nucleus. **d**, Illustration of the transformation from sequence space to physical space. Binding and methylation induce a local compaction of chromatin, thereby creating a dynamical feedback loop between methylation and chromatin conformation. **e**, Simulation of the stochastic dynamics in equation (1) (Supplementary Information, section III). Colour denotes DNA methylation density and white lines denote the trajectories of fixed positions in sequence in physical space. Both time and physical space are dimensionless. **f**, Dynamics of DNA methylation in physical space gives rise to feedback between local chromatin condensates and the establishment of new DNA methylation marks.

To understand the biophysical implication of the mathematical form of the interaction kernel, it is instructive to consider the ensuing total binding rate in the vicinity of size *l* of a bound site. This is obtained by summing over all contributions in this region. For linear DNA, this binding rate should increase linearly with the length of the region. In the present case, the integration of *J*_*ij*_ shows, however, that it scales as *l*^2/3^ (Fig. 2c and Supplementary Information, section II.3). The scaling with *l*^2/3^, therefore, implies that only a fraction of sites in the vicinity of a bound site is accessible for further binding. Indeed, *l*^2/3^ is the surface-to-volume ratio of three-dimensional objects or the fraction of base pairs that would be accessible if the DNA was compacted in a volume proportional to *l*. Therefore, the inferred interaction kernel has the biophysical interpretation of the compaction of the DNA around methylated sites and the preferential binding of DNMT3 to compacted regions (Fig. 1c). This is fully consistent with biochemical studies, showing that DNA methylation leads to attractive forces between tetra-nucleosomes in vitro^20^.

Having inferred the kinetics of de novo DNA methylation along the one-dimensional sequence of the DNA, we now infer how such dynamics translate to the yet-unknown three-dimensional conformational changes of the DNA. To derive a description in physical space, we take a purely statistical and geometrical approach that does not require detailed knowledge of the biophysical parameters governing chromatin on this scale (Supplementary Information, section III.1). In brief, for a given genomic position *i*, we consider the co-evolution of length elements in sequence space Δ*s*_*i*_ and small-length elements in physical space Δ*x*_*i*_ (Fig. 2d). The relation between both is encoded in a metric that is a function of the time derivative of the concentration field of bound DNMT3 enzymes. We define a physical space *x* as a projection of DNA along a one-dimensional curve that has the property that its total length remains constant^21^ (Fig. 2d). We achieved this by applying a real-space geometrical renormalization-group scheme in which concentrations at a discrete position *i* change in response to binding events by locally contracting the chromatin. By incorporating this scheme into the master equation (Supplementary Information, section III.2), we found that the density of DNMT3 enzymes along the projected one-dimensional physical space, *ϕ*(*x*, *t*), evolves in dimensionless form as

1 $$\begin{array}{ll}{\partial }_{t}\phi (x,t) & =\phi {(x,t)}^{\lambda }+\phi {(x,t)}^{\lambda -3}{\partial }_{x}^{2}\phi (x,t)\\ & -r\phi {(x,t)}^{\lambda }{\partial }_{x}^{2}\phi (x,t)+O({\partial }_{x}^{4}\phi (x,t))\end{array}\,$$

with *λ* = 1/3. The first term describes the local increase in the density of DNMT3 enzymes. The second and third terms describe diffusion and aggregation in physical space, respectively, whereas the higher-order terms prevent the formation of arbitrarily small structures. The dimensionless parameter *r* gives the relative strength of chromatin aggregation and dispersion. DNA methylation density is then obtained from equation (1) as ∂_*t*_*m*(*x*) = *kϕ*(*x*), where *k* is the methylation rate.

As the local concentration of DNMT3 enzymes, *ϕ*(*x*, *t*), reaches a threshold value, aggregation processes dominate. Specifically, linear stability analysis (Supplementary Information, section III.2 and Extended Data Fig. 1e) shows that the system undergoes a type-II instability if the local average value of the DNMT3 concentration reaches a threshold of *r*^−1/3^. Equation (1), therefore, describes the formation of highly methylated genomic domains that coincide with domains of dense chromatin. This behaviour resembles phase separation or spinodal decomposition processes^22,23^, describing systems in which two or more components—here methylated and non-methylated DNA—spatially separate. As observed in the case of phase-separating systems when chemical reactions are present in the system^24^, these domains do not coarsen over time.

This finding is supported by stochastic simulations (Fig. 2e and Supplementary Information, section VII). Because such clusters depend on the local DNA methylation level, their size is heterogeneous with a predicted typical size in the order of 5,000 bp (Supplementary Information, section III.3). With a typical extension of 5.5 nm for a nucleosome and a random packing fraction of 0.64, this gives a rough lower-bound estimate for a diameter of 40 nm (see ‘Numerical conversion between genomic and physical distances’ section). Heterogeneous structures of markedly similar size (roughly 12–40 nm) termed ‘clutches’ have been described in super-resolution imaging experiments^25–27^ and are correlated with histone tail methylation and acetylation^27^ and the presence of the H1 linker nucleosome^25,28^.

Together, although the model describes processes on the nanometre or kilobase scale, these processes determine the rate of increase in the global average DNA methylation level on the genome scale. Our theory explains why genomic regions that are regulated in different ways, such as active and repressive genomic regions, follow the same scaling form as that shown in Fig. 1d. A renormalization-group argument (Table 1 and Supplementary Information, section II.4) shows that the feedback between de novo methylation and local chromatin compaction statistically dominates over other processes, such as enzyme processivity^27^, cooperativity^18^ or DNMT3 oligomerization^6^. This is analogous to universality classes in the theory of critical phenomena. Taken together, our approach predicts that the origin of self-similar scaling during early embryonic development is an interplay between chemical modifications of the DNA and geometrical changes thereof via the formation of chromatin aggregates (Fig. 2f).

**Table 1:** Typical enzyme–substrate kinetics along with their respective average enzyme occupancy as a function of time and the spatial two-point connected correlation functions

Description	Interaction kernel, *K*(*i*, *j*)	First moment, 〈*m*〉	Correlation function, 〈*m*_*i*_*m*_*j*_〉 − 〈*m*_*i*_〉〈*m*_*j*_〉
Non-local interactions (involving topological changes in the DNA)	∝ ∣*i* − *j*∣^−*λ*^, *λ* < 1	$$\propto {t}^{\displaystyle \frac{1}{1-\lambda }}$$	$$\begin{array}{l}|i-j{|}^{{-\lambda }^{1+\langle m\rangle }},\,|i-j|\ll 1/\langle m\rangle \\ |i-j{|}^{-{\left[\frac{2}{3}(2-\lambda )\right]}^{1+\langle m\rangle }},\,|i-j|\gg 1/\langle m\rangle \end{array}$$
Oligomerization with rate *α*	*αδ*_*i*,*i*±1_	*αt*^2^	e^−*α*∣*i*−*j*∣^
Independent binding	*αδ*_*ij*_	*αt*^2^	*δ*(∣*i* − *j*∣)
Processivity with rate *α*	No interaction kernel	*αt*^3/2^	e^−*α*∣*i*−*j*∣^

### Validation of model predictions

To experimentally verify these findings, we now challenge them by predicting experimental measurements not used for their inference, that is, the spatial arrangement of methylation marks along the DNA sequence, as summarized in the connected correlation function defined as 〈*m*_*i*_*m*_*j*_〉 − 〈*m*_*i*_〉〈*m*_*j*_〉, where *m*_*i*_ is the methylation state at genomic position *i* and the ensemble average 〈…〉 is taken over cells and comparable genomic loci (Fig. 3a, Extended Data Fig. 2a and ‘Correlation and cross-correlation functions’ section). The correlation function is resolved on the single-cell level by our scNMT-seq experiment (see ‘Processing of scNMT-seq 2i release data’ section). 

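Reads of the de novo methyltransferase genes Dnmt3a, Dnmt3b and Dnmt3l were compared between the labels. In cells labelled D1, 24 h after release, Dnmt3a had a read in 48 of 50 cells (96%, 95% interval 86.3% to 99.5%), Dnmt3b in 49 (98%, 89.4% to 99.9%) and Dnmt3l in 50 (100%, from 92.9%). Their mean levels in D1 were 252 ± 272 CPM for Dnmt3a, 367 ± 307 CPM for Dnmt3b and 748 ± 455 CPM for Dnmt3l (SD between cells). In cells labelled D0, Dnmt3a had a read in 25 of 90 cells (27.8%) at a mean of 5.68 ± 17.9 CPM, Dnmt3b in 77 (85.6%) at 114 ± 109 CPM and Dnmt3l in 35 (38.9%) at 25.4 ± 48.9 CPM. In cells labelled D2, Dnmt3a had a read in 59 of 93 cells (63.4%) at 86.8 ± 155 CPM, Dnmt3b in 76 (81.7%) at 464 ± 818 CPM and Dnmt3l in 89 (95.7%) at 535 ± 488 CPM. The share of cells with a Dnmt3b read was lower in D2 than in D0 while the mean level was higher, and cells labelled D2 had fewer detected genes, so no order is read from these shares. With cells thinned to equal depth, Dnmt3a had a read in 20% of cells labelled D0, 92% of those labelled D1 and 61.3% of those labelled D2.

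**Figure D2:**
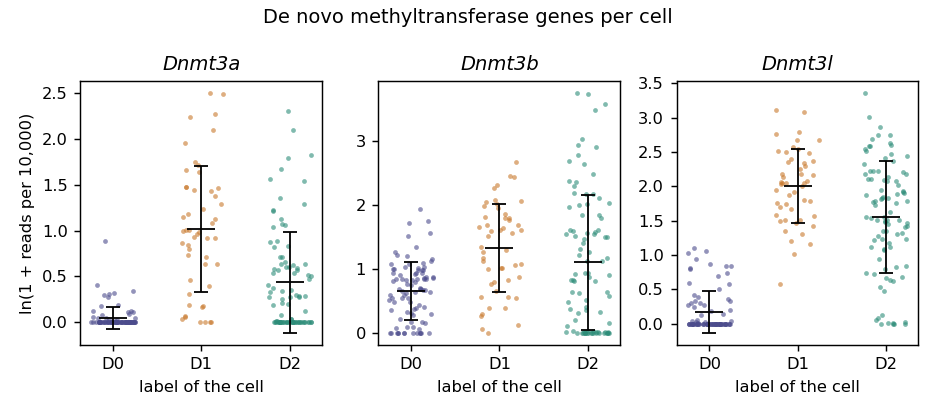
Natural log of 1 plus reads per 10000 for Dnmt3a, Dnmt3b and Dnmt3l in each cell, by label. Points are cells, and bars give the mean and the SD between cells. The mean for Dnmt3a is 0.046 in D0, 1.02 in D1 and 0.434 in D2.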

The quantification of gene expression in sequenced cells shows that two genes encoding enzymes that methylate DNA, namely, the de novo methyl transferases *Dnmt3b* and *Dnmt3l* (ref. ^29^), were expressed in most cells and a third one, *Dnmt3l*, was lowly expressed in a subset of cells 24 h after release from 2i conditions (Fig. 3b,c and Extended Data Fig. 2b). As expected from the expression of these genes, global DNA methylation increased monotonically throughout the time course (Fig. 2c). In a seeming contradiction to our prediction, on the global level, DNA accessibility increased slightly over time (Extended Data Fig. 2c), as discussed below.

**Fig. 3:**
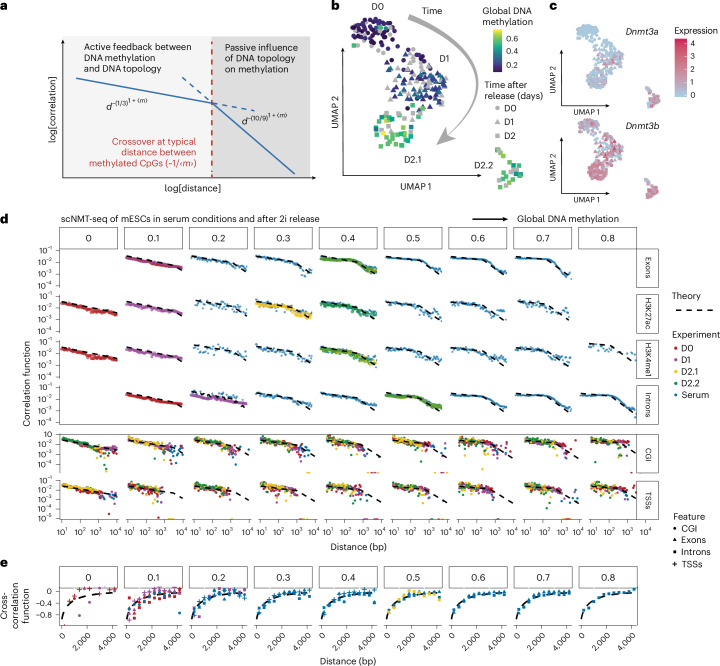
Genomic correlation functions. **a**, Graphical summary of the processes determining the shape of correlations in DNA methylation, as previously described^19^. **b**, Dimensionality-reduced representation (UMAP) of the scNMT-seq experiment of mESCs in the 2i release experiment. UMAP coordinates of cells (points) were calculated from transcriptomes; colours denote the average DNA methylation in each cell. A distinct cluster of cells present on day 2 (D2.2) showed signs of cellular stress (Methods), but did not show any differences in DNA methylation patterns. **c**, Same UMAP coordinates overlaid with the expression levels of *Dnmt3a*/*b* genes. **d**, Prediction of correlation functions of DNA methylation in cells with different levels of global DNA methylation and empirical correlation functions from scNMT-seq experiments after 2i release and in serum conditions. We computed the correlation functions for several genomic annotations (rows; see also Extended Data Table 1). CGI, CpG islands, that is, dense genomic clusters of CpGs. Deviations between theory and experiment stem from statistical uncertainty, analytical approximations (Extended Data Fig. 2a) and potentially from systematic variations in sequence context. **e**, Prediction of the cross-correlation between DNA methylation and accessibility and empirical cross-correlations, normalized by the prefactor estimated in Extended Data Fig. 3b, from scNMT-seq experiments after 2i release and in serum conditions. Shapes denote genomic annotations (Extended Data Table 1).

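The transcriptomes were clustered with the settings of the study (1000 variable genes, 15 components) in Seurat 5.3.0, and 3 clusters were found. Of these, 1 held 87 cells labelled D0, another 47 cells labelled D1, and the last 93 cells labelled D2 with 3 labelled D0 and 3 labelled D1. The 3 cells labelled D0 had 3875, 4556 and 2342 detected genes, against a D0 median of 9002. The 3 labelled D1 had 7897, 7721 and 2172, against a D1 median of 10676. Their place among D2 cells, which had fewer detected genes, need not reflect the time point. On 15 components the centroid of D1 lay 17.7 from that of D0 and 18.2 from that of D2, while D0 and D2 lay 12.7 apart. The ratio of the D0 to D1 distance over the D0 to D2 distance was 1.39, and it was lowest, 1.22, with 2000 variable genes. Because each label is 1 plate, these distances include any difference between plates. Among genes with a read in at least 50% of the cells of either label, the largest rises of log2(mean CPM + 10) in D1 over D0 were those of Rpl29 (4.47), Dnmt3l (4.42), S100a6 (4.41), Dnmt3a (4.06) and Hprt (4.05). The largest falls were those of Ly6a (-4.92), Tfcp2l1 (-4.70), Ly75 (-4.51), Trpm1 (-4.21) and Aqp3 (-4.21). In D2 over D0 the largest rises were those of Pim2 (4.83), Id1 (4.26), Dnmt3l (3.94), Arhgdib (3.65) and Bnip3 (3.49), and the largest falls those of Plagl1 (-5.16), Ly6a (-4.61), Ptp4a2 (-4.32), Kit (-4.30) and Trpm1 (-4.28). Rpl29 has near-identical copies with which the counting could have split its reads, so its value is uncertain. With a pseudocount of 1 in place of 10, 10 of these 20 named positions were kept.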

Following ref. ^19^, we found that the connected correlation function decays in two spatial regimes separated by the characteristic distance between methylated CpGs. For short genomic distances (∣*i* − *j*∣ ≪ 1/〈*m*〉), active feedback between DNA methylation and chromatin conformation leads to a decay of correlations that follow the shape of the interaction kernel. In this regime, connected correlation functions scale as $$C(| i-j| ) \sim | i-j{| }^{-{(1/3)}^{(1+\langle m\rangle )}}$$, where ∣*i* − *j*∣ is the distance between any two base pairs and 〈*m*〉 denotes the average methylation level. On larger length scales, correlation functions decay as $$C(| i-j| )\approx | i-j{| }^{-{(10/9)}^{(1+\langle m\rangle )}}$$ (Fig. 3a, Extended Data Fig. 2a and Supplementary Information, sections IV.1 and IV.2), reflecting a passive contribution of DNA methylation to chromatin compaction. At larger distances, however, the finite size of DNMT3-enriched domains introduces a natural cut-off: interactions no longer propagate freely but are averaged over entire condensates. This suppresses long-range contributions and modifies the exponent describing correlations at long distances. The position of the crossover between both regimes decreases with the average level of DNA methylation (Fig. 3a,d and Supplementary Information, section IV.3).

Figure 3d shows that the empirical correlation function obtained from the scNMT-seq experiments is in excellent agreement with our theoretical results. Although the model does not have any free parameters, it quantitatively predicts the shape of correlation functions in a variety of different regions of the DNA (Fig. 3d), including gene bodies and CpG islands. The model also predicts the genomic arrangement of DNA methylation in steady-state serum cells in a range of global methylation levels (Fig. 3d) and the local association between DNA methylation and DNA accessibility (Supplementary Information, section V), quantified in a connected cross-correlation (Fig. 3e and Extended Data Fig. 3a,b). Our model is able to capture spatial-correlation functions for CpGs sites which are up to 10^4^ bp apart. However, corrections induced by DNA loops and contacts at distal loci are expected to change the functional form of the correlation functions beyond this length scale^30^. This corrections are not captured by our coarse-grained model and will require an explicitly account of the DNA in the three-dimensional space without our renormalization approach. Finally, since our model predicts that during de novo DNA methylation positive feedback mediated by chromatin compaction leads to correlated DNA methylation patterns (Fig. 1e and Fig. 3e), we expect that these correlations are reduced in the absence of DNMT3A/B enzymes. To test this prediction, we analysed scBS-seq data from *Dnmt3a*/*b* knockout mESCs cultured in serum conditions^13^. Indeed, *Dnmt3a/b* knockout mESCs consistently showed strongly reduced correlations in residual DNA methylation patterns compared with wild-type cells with comparable global average DNA methylation levels (Extended Data Fig. 3c).

### Super-resolution microscopy

Our findings so far suggest that the dynamic feedback between DNA methylation and the formation of nanoscale chromatin structure underlies the emergence of scaling and self-similarity in physical space. This feedback involves the formation of higher-order chromatin structures on larger spatial scales with increasing levels of DNA methylation (Fig. 2e,f). We reasoned that such structures should be identifiable as an excess of midrange physical contacts between pairs of genomic loci in highly methylated regions, as measured in chromatin conformation capture experiments. We, therefore, analysed single-nucleus methyl-3C-sequencing (sn-m3C-seq) data of mESCs (see ‘Processing of sn-m3C-seq data’ section)^31^ and super-resolution microscopy data (see ‘Microscopy data’ section). From the sequencing data, we found an abrupt increase in midrange contacts between 3,000 bp and 5,000 bp (translating to a diameter of roughly 30–40 nm; see ‘Numerical conversion between genomic and physical distances’ section) for regions exceeding an average DNA methylation level of 40% (Fig. 4a and Extended Data Fig. 3d), in agreement with our prediction. The sizes of these structures are again consistent with our estimate and with those estimated from other super-resolution imaging studies^25–27^.

**Fig. 4:**
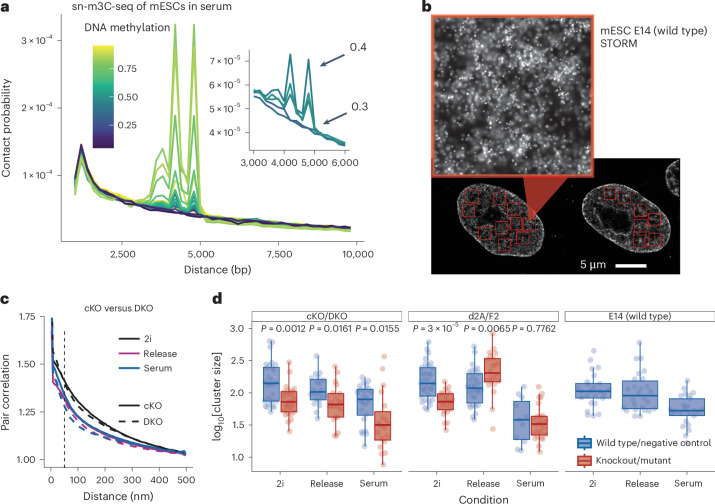
Nanoscale chromatin structures from sn-m3C-seq and STORM microscopy. **a**, Probability distribution of *cis* contacts for windows of 100-kb size, grouped by average DNA methylation level in sn-m3C-seq data in of mESCs in serum (Extended Data Fig. 3d). **b**, Super-resolution image from STORM microscopy of cells in cKO conditions. The size and intensity of each blob indicates the precision of localization. Inset: magnification of one of the areas selected for analysis (red squares). The red rectangles denote regions of interest used for downstream analysis. **c**, Pair-correlation function for localizations in *Dnmt3a*/*b* DKOs and their negative control (conditional knockouts). For visual clarity, the *y* axis was clipped at 1.75 (Extended Data Fig. 5 shows all the conditions). **d**, Box plots of cluster sizes of labelled histones for wild-type/control cell lines (E14 and cKO), *Dnmt3a*/*b* DKO and cell lines from ref. ^49^ (d2A/F2), where *Dnmt3a* and *Dnmt3b* are permanently deleted. The bottom and top hinges correspond to the first and third quartiles, respectively. The whiskers represent the range of the data up to 1.5 times the interquartile range. Dots represent averages of individual cells. *P* values were obtained using the Wilcoxon test. *n* = 30 cells for CKO/2i, d2A/release; *n* = 25 for cKO/release, CKO/serum, E14 serum, F12 serum; *n* = 32 for d2A/2i; *n* = 29 for DKO/2i; *n* = 26 for E14/2i, E14/release, d2A/serum; *n* = 27 for F12/2i; *n* = 22 for F12/release; *n* = 21 for DKO/serum. The larger apparent estimated size of clusters in 2i compared with serum conditions is a consequence of a looser localization of nucleosomes in 2i conditions (Extended Data Fig. 5a).

To further test the dynamic feedback between DNA methylation and the formation of nanoscale chromatin structures, we used super-resolution microscopy (stochastic optical reconstruction microscopy (STORM); Fig. 4b and Extended Data Fig. 4) on mouse embryonic cells (see ‘Tissue culture’ section). Compared with the scNMT-seq and sn-m3C-seq technologies, microscopy gives a direct read-out of a subset of nucleosomes in physical space. We compared different cell lines in which *Dnmt3a* and *Dnmt3b* were knocked out (double knockout (DKO)) or permanently deleted (F2) to their respective negative controls (conditional knockout (cKO) and d2A). We further used wild-type mESCs (E14). *Dnmt3a*/*b* knockouts have been shown to have little immediate effects on transcriptomes and cell fate choices in vivo at embryonic day E8.5 (ref. ^32^) and in vitro for the cell line used in our experiment (Methods). We compared these cell lines in 2i conditions, in serum conditions and in cells released from 2i to serum conditions (release). We used a pan-histone antibody to label histones (see ‘Immunofluorescence’ section). Pair-correlation functions show that when *Dnmt3a*/*b* are inhibited, STORM localizations become less strongly correlated, indicating less strongly localized nucleosome clusters (Fig. 4c and Extended Data Fig. 5a). We identified clusters of labelled histones (see ‘STORM imaging and analysis’ section) and found that in wild-type or control conditions, these clusters are significantly larger than in *Dnmt3a*/*b* knockouts for all analysed cell lines (Fig. 4c,d and Extended Data Fig. 5b). This is in accordance with our theoretical predictions and with our observations (Fig. 4a).

### Identification of specific methylation correlations in pluripotency genes before their silencing

By definition, scaling and self-similarity do not allow for encoding biological information on DNA with epigenetic marks. Therefore, we expect that when cells become primed for differentiation into more specialized cell types from E5.5 of gestation and carry lineage-dependent DNA methylation patterns^33^, scaling and self-similarity must break down. Quantifying statistical patterns of deviations from the biophysical model describing genome-wide DNA methylation dynamics (‘null model’) could identify genomic regions being specifically regulated by additional processes. To address this, we analysed scNMT-seq data from mESCs taken between E4.5 (exit from pluripotency) and E7.5 (early gastrulation)^33^. As expected, the model predicted the distribution of DNA methylation marks in pluripotent cells at E4.5 (Fig. 5a). During later stages of development (E5.5–E7.5), when cells undergo cell fate transition changes, we observed a systematic enrichment in correlations in DNA methylation on a scale between 100 and 1,000 bp (Extended Data Fig. 6a).

**Fig. 5:**
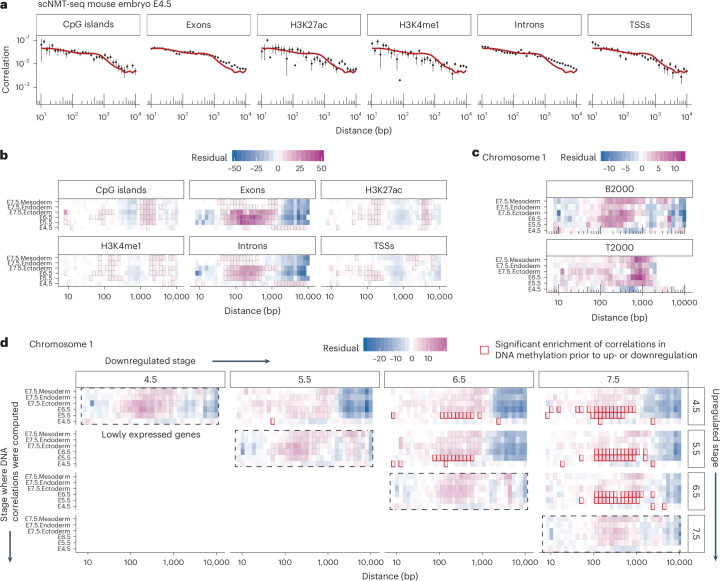
Correlated DNA methylation in the mouse embryo. **a**, Numerical prediction (red lines) and empirical correlation functions (black dots) from scNMT-seq data of mouse embryos at E4.5. Error bars denote s.e.m. Means (dots) and s.e.m. (error bars) were computed over all pairs of CpGs at a given distance apart (*n* = 59 cells). **b**–**d**, Heat maps showing differences between predicted and observed correlations in DNA methylation rescaled by the experimental standard error for a set of functional annotations (**b**), the gene bodies of the top and bottom 2,000 expressed genes (**c**) and for groups of genes that are differentially downregulated between pairs of embryonic stages (**d**). Pink regions signify an excess of correlation of the methylation state of pairs of CpGs at a given distance. Significant deviations are marked by black squares (*P* < 0.05, *t*-test) and significant deviations preceding changes in gene expression are marked by red squares.

We found that the enrichment in correlated DNA methylation marks was specific to gene bodies, that is, introns and exons (Fig. 5b and Extended Data Fig. 6b), particularly to genes silenced between E5.5 and E7.5, but not active genes (Fig. 5c). Absolute levels of DNA methylation in active and silenced genes differed only slightly (Extended Data Fig. 6c) and, therefore, cannot fully explain these patterns.

We then asked whether such a pattern is a consequence of gene silencing between E5.5 and E7.5, or whether it temporally precedes the silencing of genes during differentiation. To this end, we determined differentially expressed genes between each pair of embryonic stages and for each set of genes, we calculated the enrichment or depletion in spatial correlations between DNA methylation marks in all stages and lineages. We found that for genes that are downregulated between a pair of embryonic stages, these changes in DNA methylation patterns emerge up to 2 days before changes in the transcriptome appear, suggesting that these marks could play an instructive role by priming the genes for silencing during differentiation (Fig. 5d). By contrast, we identified the DNA methylation pattern characteristic for active genes (Fig. 5c, bottom) only after genes had been activated, but not before (Extended Data Fig. 7a). We found that these patterns apply particularly to genes that regulate pluripotency (Extended Data Fig. 7b and Extended Data Table 1), but also to a set of silenced genes that are not annotated as pluripotency genes (Extended Data Fig. 7c). In the future, it may be possible to test these observations experimentally via epigenome editing.

## Discussion

The formation of the embryonic epigenome is a fundamental step in early development. It is regulated via complex biochemical networks that involve interactions between different kinds of histone modification, DNA methylation and enzyme that mediates these marks. Here we showed that the feedback between biochemical modifications of the DNA and the conformation of DNA in space leads to the scaling and self-similar behaviour of DNA methylation marks in time and sequence space. This shows that physical constraints have an important role in the emergence of the embryonic epigenetic landscape.

Understanding the origin of scaling requires tools that connect detailed molecular profiling of epigenetic states along the DNA sequence to emergent phenomena in space and time. Conventional tools from statistical genomics and machine learning lack a conceptual framework to describe and predict the dynamics of complex biological systems across vastly different spatial scales. By contrast, methods from non-equilibrium statistical physics, which are applied here in the context of single-cell genomics, provide a rigorous way to relate detailed sequencing measurements to spatiotemporal models and to make predictions about their consequences on larger scales in space and time.

Locally, the DNA compacts around methylated sites^34^ and DNMT3A/B preferentially binds to such compacted sites, leading to a positive feedback loop. This feedback loop leads to the emergence of condensates of methylated DNA (and non-compacted hypomethylated DNA) with a predicted typical size of 40 nm, which is strikingly similar to the structures (clutches) observed by high-resolution microscopy^25–27,35^. The enzymes DNMT3A and DNMT3B differ in several regulatory aspects between mouse and human, such as in a broader isoform repertoire of human DNMT3B and a stronger role of DNMT3L in mouse compared with human^36^. We expect that although such differences, like the differences between DNMT3A and DNMT3B in mouse (Extended Data Fig. 1c), probably modulate the kinetics and genomic specificity of methylation establishment, they are unexpected to alter the underlying feedback mechanism between methylation and chromatin geometry that gives rise to scaling and self-similarity.

The key predictions of our model were validated by scNMT-seq, sn-m3C-seq and super-resolution microscopy. Feedback between DNA methylation and compaction could be mediated by a biophysical mechanism such as a charge-density-driven phase transition in polyelectrolytes, but may also involve intermediary steps such as MECP2 or HP1, as well as possibly nucleosome remodelling^37–41^. Higher-order structures of several hundred nanometres in size have been shown to be independent of DNA methylation^42–45^. Phase separation mechanisms have been investigated in various contexts of cell biology, but are difficult to study in vivo. By using tools from statistical physics, our work shows a way in which phase separation phenomena can be studied based on linear DNA sequencing experiments in vivo.

Our work applies to scenarios involving large-scale de novo methylation. Beyond embryonic development, applications may also include focal de novo methylation processes if the genomic regions being methylated are much larger than the predicted size of the condensates, for example, in the establishment of germline imprints^46^, X-chromosome inactivation^47^ or the differentiation of red blood cells^48^.

## Methods

### 2i release experiments

#### 2i release cell culture

To model mouse development from the exit of naive pluripotency, we used an in vitro culture system, as previously described^9^. In this system, mESCs are grown and then released from serum-free media conditions supplemented with two chemical inhibitors (2i), namely, MEK1/2 and GSK3α/β. mESCs cultured in this study were from the E14 cell line derived previously (RRID: CVCL_C320)^50^. mESCs were cultured on tissue culture plastic precoated with 0.1% gelatine in H_2_O. Cells were cultured in a humidified incubator at 37 °C in 5% CO_2_ and 20% O_2_ and were passaged when approaching confluence (every 2 days). All cultures were subject to routine mycoplasma testing using the MycoAlert testing kit (Lonza) and always tested negative. mESCs were cultured in 2i + leukaemia inhibitory factor (LIF) in N2B27 media, composed of DMEM/F12 (Life Technologies, 12634010) and Neurobasal (Life Technologies, 21103049) in a volume/volume (v/v) ratio of 1:1, 0.1 mM of 2-mercaptoethanol, 2 mM of l-glutamine, 1:200 v/v of N2 (Life Technologies, 17502048) and 1:100 v/v of B27 supplement (Life Technologies, 17504044), supplemented with 3 μM of CHIR99021, 1 μM of PD0325901 and 20 ng ml^−1^ of LIF (all obtained from the Department of Biochemistry, University of Cambridge). For the induction of serum conditions in the 2i release experiment, cells were rinsed with PBS before the culture media were changed to serum + LIF medium consisting of DMEM (Life Technologies, 10566-016), containing 15% fetal bovine serum (Gibco, 10270106), 1× non-essential amino acids (Life Technologies, 11140050), 0.1 mM of 2-mercaptoethanol (Life Technologies, 31350-010) and 2 mM of l-glutamine (Life Technologies, 25030-024), supplemented with 20 ng ml^−1^ of LIF (Department of Biochemistry, University of Cambridge).

This tissue culture system has been shown to recapitulate key transcriptional and epigenetic changes during early development^9^. Specifically, the transition of mESC from 2i to serum conditions represents the progression from naive pre-implantation inner cell mass (E3.5–E4.5) to the primed post-implantation epiblast (E4.5–E5.5). Both epigenetic and transcriptional dynamics are largely maintained in the in vitro experiment^9^. In the 2i condition, small-molecule inhibitors (inhibitors of MEK and GSK3) maintain the cells in a ‘naive ground state’ of pluripotency, by the inhibition of ERK1/2 and GSK3β signalling^10,11,51^. Cells uniformly express naive pluripotency factors such as *Nanog*, *Klf4* and *Rex1*. 

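In the 90 cells labelled D0, Nanog had a read in 89 cells (98.9%, 95% interval 94.0% to 99.97%), Klf4 in 86 (95.6%, 89.0% to 98.8%) and Zfp42, the gene of Rex1, in 90 (100%, from 96.0%). Their mean levels were 489 ± 228 CPM for Nanog, 85.9 ± 76.3 CPM for Klf4 and 896 ± 325 CPM for Zfp42 (SD between cells).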

The DNA has very low levels of methylation, similar to the epigenetic reset seen in the early embryo. Culturing cells in serum (usually with LIF) creates ‘primed’ cells for differentiation, much like the post-implantation epiblast just before gastrulation. On release to serum, the expression of naive markers (*Rex1* and *Klf4*) drops, whereas the expression of primed or ‘formative’ markers (*Fgf5*, *Otx2* and *Pou3f1*) increases. 

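Zfp42 (Rex1) was lower in cells labelled D1 (362 ± 263 CPM) and higher in cells labelled D2 (1281 ± 849 CPM) than in D0, with log2 ratios of -1.31 and 0.52. The log2 ratio of Klf4 over D0 was -2.07 in D1 (20.5 ± 26.1 CPM) and -4.15 in D2 (4.84 ± 18.8 CPM). Nanog was at 67.2 ± 139 CPM in D1 and 268 ± 391 CPM in D2, log2 ratios of -2.86 and -0.87. Of the formative markers, Fgf5 had no read in any of the 90 cells labelled D0. This allows a share of cells with a read of up to 4.02%, and does not limit the share that express Fgf5 at a low level. Fgf5 had a read in 5 of 50 cells labelled D1 (1.47 ± 5.87 CPM) and in 2 of 93 labelled D2 (0.53 ± 3.61 CPM). Otx2 was at 12.7 ± 28.5 CPM in D0, 8.12 ± 21.3 CPM in D1 and 38.4 ± 93.8 CPM in D2, log2 ratios over D0 of -0.64 and 1.60. Pou3f1 was at 0.089 ± 0.58 CPM in D0, 12.2 ± 15.2 CPM in D1 and 0.41 ± 2.10 CPM in D2, log2 ratios over D0 of 7.10 and 2.22. Both ratios of Pou3f1 are over 12 reads in 3 cells labelled D0. With each cell left out in turn, chosen after the values were seen, they ranged from 6.96 to 8.52 in D1 and from 1.52 to 3.64 in D2. The rise in D2 rests on reads in 5 cells, and the log2 ratio was -0.047 with cells thinned to equal depth. For most of these values the SD between cells was as large as the mean. Cells labelled D1 also differ from D0 in Hprt and Y-linked reads, so ratios with D1 may include a difference between plates. The alternative that moved Pou3f1 in D1 most was a pseudocount of 10 CPM, with a log2 ratio of 1.13.

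**Figure D3:**
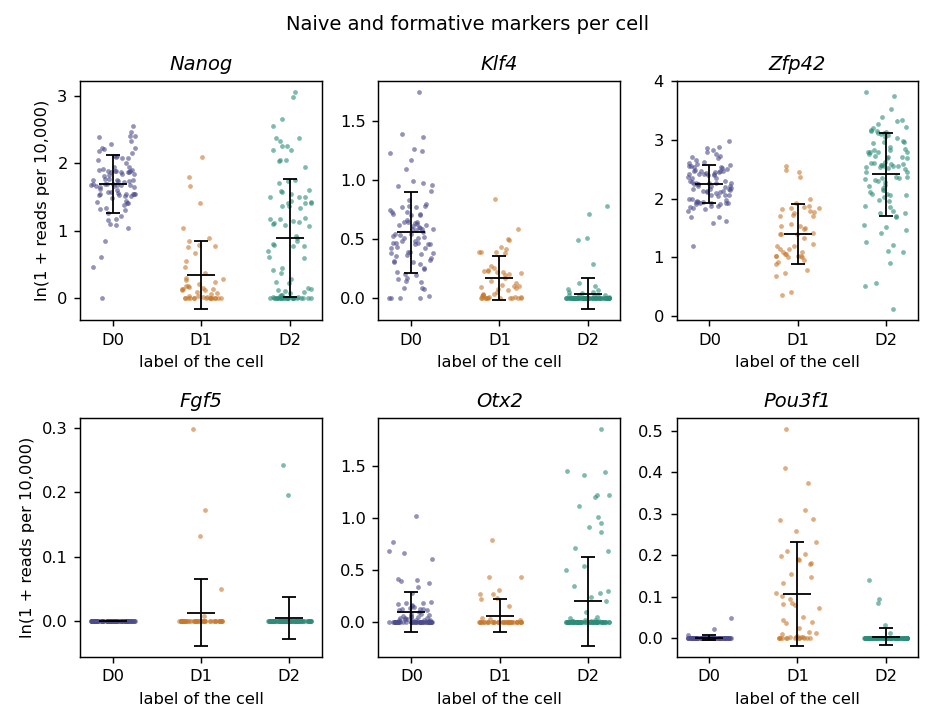
Natural log of 1 plus reads per 10000 for 3 naive markers (Nanog, Klf4 and Zfp42) and 3 formative markers (Fgf5, Otx2 and Pou3f1) in each cell, by label. Points are cells, and bars give the mean and the SD between cells. Zfp42 is lowest in D1, and most cells have no read of Fgf5 under any label.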

The cells undergo a massive wave of de novo DNA methylation (upregulation of *Dnmt3a*/*b*). This mirrors the global genome hypermethylation that occurs in the epiblast shortly after implantation.

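The mean CPM of Dnmt3a was above that of D0 by a log2 ratio of 5.47 in cells labelled D1 and 3.93 in cells labelled D2, and that of Dnmt3b by 1.68 and 2.02. For Dnmt3l the log2 ratios over D0 were 4.88 and 4.40. These 6 rises kept their direction under each alternative run. The alternatives change the processing or the cells used and cannot separate the time point from the plate. Hprt and Y-linked reads set cells labelled D1 apart from D0 and D2, so ratios with D1 may include a difference between plates. From D1 to D2 the log2 ratio was -1.54 for Dnmt3a and 0.34 for Dnmt3b. The latter changed direction with the setting and was -0.31 with no filter on cells. Of the alternatives, a pseudocount of 10 CPM moved Dnmt3a in D1 over D0 most, to 4.06.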

#### 2i release whole-genome BS-seq

In the 2i release experiment, cells were lysed by removing media from culture dishes and adding 200 μl of RLT plus buffer (QIAGEN) supplemented with 0.5 mM of 2-mercaptoethanol. In the first experiment, triplicate samples were collected at 31 time points from 0 h to 56.5 h. Samples taken in the first 8.5 h after release were previously published^13^, and further processing of all samples was performed as described before. BS-seq libraries were prepared from the total nucleic acid using the bulk-cell post-bisulfite adaptor tagging method, as previously described^52^. In brief, bisulfite conversion and purification was carried out using the EZ Methylation Direct MagPrep kit (Zymo), following the manufacturers’ instructions but with half volumes. Bisulfite-converted DNA was eluted from MagBeads directly into 39 µl of the first strand synthesis reaction mastermix (1x Blue Buffer (Enzymatics), 0.4 mM of dNTP mix (Roche), 0.4 μM of 6NF preamp oligo (IDT)), then heated to 65 °C for 3 min and cooled on ice. Subsequently, 50 U of klenow exo– (Enzymatics) was added and the mixture was incubated on a thermocycler at 37 °C for 30 min after slowly ramping from 4 °C. Reactions were diluted to 100 μl and 20 U of exonuclease I (NEB) added and incubated at 37 °C before purification using a 0.8:1 ratio of AMPure XP beads. Purified products were resuspended in 50 μl of second strand mastermix (1x Blue Buffer (Enzymatics), 0.4 mM of dNTP mix (Roche), 0.4 µM of 6NR adaptor 2 oligo (IDT)) and then heated to 98 °C for 2 min and cooled on ice. Subsequently, 50 U of klenow exo– (Enzymatics) was added and the mixture was incubated on a thermocycler at 37 °C for 90 min after slowly ramping from 4 °C. Second strand products were purified using a 0.8:1 ratio of AMPure XP beads and resuspended in 50 μl of PCR mastermix (1x KAPA HiFi Readymix, 0.2 µM of PE1.0 primer and 0.2 µM of iTAG index primer) and amplified with nine cycles. The final libraries were purified using a 0.8:1 volumetric ratio of AMPure XP beads before pooling and sequencing. All libraries were prepared in parallel with the pre-PCR purification steps carried out using a Bravo Workstation pipetting robot (Agilent Technologies). Here 9–12 libraries were sequenced as a multiplex on one Illumina HiSeq 2000 lane using 125-bp paired-end read length.

#### 2i release scNMT-seq

Here, 0 h, 24 h and 48 h after the induction of 2i release, the cells were dissociated into single cells using Accutase before flow sorting (BD Influx) into a 96-well plate containing 2.5 μl of methylase reaction buffer (1x M.CviPI Reaction buffer (NEB), 2 U of M.CviPI (NEB), 160 μM of *S*-adenosylmethionine (NEB), 1 U μl^−1^ of RNasein (Promega), 0.1% of IGEPAL CA-630 (Sigma)). Samples were incubated for 15 min at 37 °C to methylate-accessible chromatin before the reaction was stopped with the addition of RLT plus buffer (QIAGEN) and samples frozen down and stored at –80 °C before processing. All downstream library preparation steps were performed as previously described in ref. ^14^.

All sequencing was carried out on HiSeq instrument. BS-seq libraries were sequenced in 96-plex pools using 125-bp paired-end reads. RNA-sequencing (RNA-seq) libraries were pooled as 96-plex or 192-plex pools and sequenced using 75-bp paired-end reads.

### Quantification and statistical analysis

#### Processing of whole-genome BS-seq data

Whole-genome BS-seq data were processed as previously described^13^. Raw sequence reads were trimmed to remove both poor-quality calls and adaptors using Trim Galore (v. 0.4.1; www.bioinformatics.babraham.ac.uk/projects/trim_galore/; Cutadapt (v. 1.8.1), parameter: –paired)^53^. Trimmed reads were first aligned to the mouse genome in the paired-end mode to be able to use overlapping parts of the reads only once as the unmapped singleton reads are written; in the second step, the remaining singleton reads were aligned in the single-end mode. Alignments were carried out with Bismark (v. 0.14.4)^54^ with the following set of parameters: (1) paired-end mode: –pbat; (2) single-end mode for Read 1: –pbat; (3) single-end mode for Read 2: defaults. Reads were then deduplicated with deduplicate_bismark, selecting a random alignment for position that were covered more than once. CpG methylation calls were extracted from the deduplicated mapping output ignoring the first 6 bp of each read (corresponding to the 6*N* random priming oligos) using the Bismark methylation extractor (v. 0.14.4) with the following parameters: (1) paired-end mode: –ignore 6 –ignore_r2 6; (2) single-end mode: –ignore 6. SeqMonk (v. 0.32) was used to compute the methylation rates and coverage in annotated genomic regions. To quality check the BS-seq data, pairwise Pearson correlation coefficients were calculated using methylation levels averaged over 10-kb tiles. Replicates within the same time point were, on average, more highly correlated than between time points (*r* = 0.885 versus 0.866). For subsequent analyses, replicates were merged.

#### Quantification of DNA methylation dynamics

For Fig. 1d, we calculated the average DNA methylation levels for a given set of genomic regions defined by their functional annotation and average CpG density using the ‘Bisulfite methylation over feature’ pipeline in SeqMonk. To be able to identify the functional form of average methylation over time, only feature sets that had more than 1,500 reads genome wide at a given time point are shown. Averages over genomic regions were weighted by the average number of reads per CpG. To collapse the time series onto a scaling form, we made a scaling ansatz of the form 〈*m*〉 = *a* + *bt*^5/2^ and determined *a* and *b* using a nonlinear least squares estimate, as implemented in the R function nls with default parameters. With this, the rescaled time *τ* was defined as *τ* = *tb*^2/5^. The exponent was estimated using nonlinear least squares. To verify the robustness of the exponent with respect to log transformation of both axes, we estimated the exponent for different values of an offset parameter *c*, such that the rescaled average DNA methylation reads 〈*μ*〉 = *c* + *τ*^*γ*^ and all values of the time course are positive. We found that under these transformations, the estimation of the exponent was robust.

#### Processing of scNMT-seq 2i release data

##### BS-seq

Alignments of the single-cell BS-seq were performed using Bismark^54^ as well as subsequent CpG methylation and GpC accessibility calling^14^. Cells with more than 10^5.5^ reads, less than 15% CHH methylation and a mapping efficiency larger than 10% were kept for downstream analysis. As previously described^52^, average DNA methylation in a given genomic interval was calculated as *m* = (*p* + 1)/(*p* + *n* + 2), where *p* and *n* signify the number of positive or negative reads in a given genomic interval, respectively.

##### RNA-seq

The single-cell RNA-seq alignments were performed using Hisat 2 (57), as described previously^14^. Here, 226 cells with mitochondrial RNA of <0.15%, >200,000 reads and >2,000 detected genes were kept for downstream analysis. 

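The deposited table holds 288 wells before this filter. With the mitochondrial limit read as a fraction of 0.15, 233 cells passed, 90 labelled D0, 50 labelled D1 and 93 labelled D2. The paper's number is 226. Of the 55 wells that failed, 46 were labelled D1. The read limit alone removed 53 wells, the gene limit 48 and the mitochondrial limit 1, with overlap between them. Of the wells labelled D1, 5 of 36 outer wells and 45 of 60 inner wells of the plate passed. The median share of mitochondrial reads in passing cells was 4.54% in D0, 3.32% in D1 and 1.32% in D2. With the limit read as 0.15 percent, 1 cell passed.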

Reads were log normalized using the LogNormalize function of the Seurat package (v. 3.2.0) with standard parameters. For dimensionality reduction, the top 1,000 most highly variable genes were selected and a principal component analysis with default parameters of the Seurat package was performed. Uniform manifold approximation and projection (UMAP) was performed on the 15 principal components with the highest variance and with a minimum distance of 0.2. Clustering was performed using the FindClusters function in Seurat with the default parameters. Although no distinct cell types are expected in this experiment, a group of cells (cluster D2.2) deviates in their transcriptomic profiles from the remainder of the cells at the same time point. 

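Because they were to be compared between clusters, the 4 stress genes the paper names (Mt1, Ftl1, Sod1 and Prdx6) and the ribosomal protein genes were left out of the variable genes, and the cluster was to be chosen among clusters with at least 50% of their cells from D2 by its distance from the other D2 cells. With all labels clustered together there was 1 such cluster, which held every one of the 93 passing cells labelled D2, so no cells were assigned to D2.2. The same number, 1, was found with the variable genes of the study unchanged, with 500 or 2000 variable genes, with 10 or 30 components, at resolutions of 0.4 and 1.2 and with no filter on cells. When the D2 cells were clustered alone, there were 2 clusters of 52 and 41 cells, which the rule could not rank because their distances were equal. At resolutions chosen after these clusters were seen, D2 cells alone gave 1 cluster at 0.4 and 7 at 1.2. With the cells in the order of the deposited table the clusters held 53 and 40 cells, and 92 of the 93 cells fell in matching clusters.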

Marker gene analysis using the FindMarkers function in Seurat did not show any lineage-related differences, but genes encoding several ribosomal proteins and indicators of oxidative stress, such as *Mt1*, *Ftl1*, *Sod1* and *Prdx6*, potentially indicating higher cellular stress levels in these cells. 

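No cells were assigned to D2.2, so the values are for the 2 clusters of D2 cells clustered alone. The smaller cluster was set over the larger, an order chosen after the clusters were seen. Mt1 was at 587 ± 816 CPM in the smaller and 282 ± 234 CPM in the larger cluster, a log2 ratio of 1.06. Ftl1 was at 716 ± 394 and 531 ± 219 CPM (log2 ratio 0.43), Sod1 at 194 ± 163 and 225 ± 110 CPM (-0.21), and Prdx6 at 791 ± 702 and 762 ± 542 CPM (0.05), with the SD between cells. The log2 ratio of the medians over cells was 0.63 for Mt1, 0.33 for Ftl1, -0.53 for Sod1 and 0.09 for Prdx6. Ftl1 has a near-identical copy, Ftl2, with which its reads could have been split. Of 87 ribosomal protein genes, 82 had a log2 ratio above 0, and the median was 0.28. Cells of the smaller cluster had fewer detected genes, with a median of 4240 against 5177.5. For 13 stress genes that the paper does not name, the share with at least 1 read went the other way. It was 28.1% in the smaller and 36.1% in the larger cluster. Hmox1, Hspa5 and Jun of this list were among the variable genes that made the clusters. With fewer detected genes in the smaller cluster, this share does not decide whether stress differed. Over the genes and cells of each list of lineage genes, the share with at least 1 read in the smaller and in the larger cluster was 1.63% and 3.21% for primitive endoderm, 11.4% and 12.2% for trophectoderm, 0.976% and 0.385% for mesoderm, 0.813% and 5.13% for ectoderm, 11.2% and 13.8% for fibroblast and 0% in both for 2-cell-like genes. With so few values above 0 the median CPM of these lists is 0 in both clusters whether or not they differ. For the pluripotency list, of which Dppa5a was among the variable genes that made the clusters, the share was 85.0% and 91.7%, and the median 420 and 520.1 CPM. With lists of 3 to 6 genes and fewer detected genes in the smaller cluster, these shares do not decide whether the clusters differ by lineage. From stress and ribosomal protein genes among the markers, with no lineage-related difference, the paper proposes that cellular stress was potentially higher in the cells of D2.2.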

Since these cells passed quality control and there is no reason to believe that this stress changes DNA methylation marks on the timescale of this experiment, we did not remove cluster D2.2 from our analysis but instead represent these cells separately in Fig. 3d,e.

#### Processing of sn-m3C-seq data

As previously described^31^, we retained cells with more than 5,000 *cis* contacts at distances longer than 10,000 bp and more than 100,000 covered CpGs. We tiled the genome into windows of 100 kb and, for each tile, calculated the average DNA methylation and *cis*-contact histograms with respect to the genomic distance. We then pooled these histograms for genomic windows of similar DNA methylation levels and normalized by the total number of *cis* contacts. Although contacts are expected to be technically enriched in guanine–cytosine-rich regions, which are typically associated with low DNA methylation levels, we observe an opposite effect in Fig. 3f. This suggests a biological rather than technical origin of the increasing number of *cis* contacts with DNA methylation level.

##### Processing of scNMT-seq data of mESCs (serum)

Data were processed as previously described^14^.

##### Processing of scBS-seq data of *Dnmt3a/b* knockout mESCs (serum)

Data were processed as previously described^13^.

##### Processing of scNMT-seq embryo BS-seq data

Data were processed as previously described^33^. Genome-wide correlation and cross-correlation functions were computed by dividing samples with respect to the stage (E4.5, E5.5, E6.5) and lineage (E7.5 mesoderm, E7.5 endoderm, E7.5 ectoderm).

##### Processing of scNMT-seq embryo RNA-seq data

Cells that had a percentage of mitochondrial RNA of <0.15%, nCount_RNA of >1 × 10^5^ and more than 2,500 genes with at least one read were kept for downstream analysis. Normalization was performed using the function LogNormalize from the Seurat package (v. 3.2.9). The least and most highly expressed genes were determined based on their log-normalized expression value. Differentially expressed genes between pairs of stages were determined using a *t*-test. To ensure that the statistical sample size was identical for each comparison, the top 2,000 genes based on *P* value were selected for further analysis. This number was chosen to achieve a balance between the biological significance of selected genes and the sample size necessary to calculate correlation functions. Correlation functions for a given set of genes were computed by first obtaining the coordinates of the corresponding gene bodies using biomart (v. 2.44.1), then computing the correlation functions for each gene and finally averaging over all the genes in a given stage or lineage. To compare the predictions made by our method to the embryo data, we used stochastic simulations of the inferred model taking into account the genomic distribution of CpG sites in the mouse genome. Differences between theory and experiment were rescaled by the experimental standard error of the correlation function at a given genomic distance. Differences were considered significant if *P* < 0.05 using a *t*-test.

#### Numerical conversion between genomic and physical distances

To convert sizes of compact chromatin structures with radius *r* to genomic distances in base pairs *n*, and vice versa, we, in a rough approximation, equated the spherical volume in physical space, 4/3π*r*^3^ and the volume occupied by *N* nucleosomes: $$4/3{\rm{\pi }}{r}_{{\rm{n}}}^{3}\,N/{p}_{{\rm{f}}}$$. Here, *r*_n_ ≈ 5.5 nm is the radius of a single nucleosome and *p*_f_ = 0.64 is the random packing fraction. Genomic distances were obtained by solving for *N* and using that the distance across a pair of nucleosomes corresponds to roughly 200 bp in sequence space. Genomic and spatial distances were rounded to 1,000 bp or 10 nm, respectively, to reflect that these such conversions represent rough estimates.

### Correlation and cross-correlation functions

Connected correlation functions for a given distance *d* were defined as *C*(*d*) = 〈*m*_*i*_*m*_*i*+*d*_〉 − 〈*m*_*i*_〉〈*m*_*i*+*d*_〉, where *m*_*i*_ and *m*_*i*+*d*_ are the methylation states of a CpG at position *i* and *i* + *j*, respectively. The average 〈…〉 is performed over all pairs of CpGs that are a distance *j* apart and over all the samples within spefici genomic regions. To compute the (cross-)correlation functions, we sought to group statistically similar samples. To this end, we grouped cells with similar global levels of DNA methylation and average correlations in a given annotation over these cells. For promoters and CpG islands that show bimodal average DNA methylation levels or where methylation levels are less strictly correlated to global DNA methylation in a cell, in a given cell, we averaged over all regions with similar DNA methylation levels and then averaged over all cells. For the scNMT-seq embryo data, the samples were grouped by embryonic stage and lineage since within these groups, the variance in global DNA methylation levels is low compared with serum conditions. Analogously, connected cross-correlation functions were defined as *C*_*ma*_(*d*) = 〈*m*_*i*_*a*_*i*+*d*_〉 − 〈*m*_*i*_〉〈*a*_*i*+*d*_〉, where *a*_(*i*+*d*)_ is the accessibility (GpC methylation) state at position *i* + *d*. The average 〈…〉 was performed in the same way as the correlation functions. All correlation and cross-correlation functions, except those shown in Extended Data Fig. 3a, were normalized such that the integral over the correlation function is equal to 1. To predict the cross-correlation function, we estimated the length scale of local chromatin compaction using the nls function with the port algorithm in R.

### Microscopy data

#### Tissue culture

mESCs were cultured in N2B27 2i + LIF as well as serum + LIF conditions, as described above. Cells were maintained on tissue culture plastic precoated with 0.1% gelatine in H_2_O, in a humidified incubator at 37 °C in 5% CO_2_ and 20% O_2_ and were passaged when approaching confluence (every 2 days). The N2B27 2i + LIF media consisted of DMEM/F12 (Life Technologies, 12634010) and Neurobasal (Life Technologies, 21103049) in v/v ratio of 1:1, 0.1 mM of 2-mercaptoethanol, 2 mM of l-glutamine, 1:200 v/v of N2 (Life Technologies, 17502048) and 1:100 v/v of B27 supplement (Life Technologies, 17504044), supplemented with 3 μM of CHIR99021, 1 μM of PD0325901 and 20 ng ml^−1^ of LIF (all from Department of Biochemistry, University of Cambridge). The serum + LIF media consisted of DMEM (Life Technologies, 10566-016), containing 15% fetal bovine serum (Gibco, 10270106), 1× non-essential amino acids (Life Technologies, 11140050), 0.1 mM of 2-mercaptoethanol (Life Technologies, 31350-010) and 2 mM of l-glutamine (Life Technologies, 25030-024), supplemented with 20 ng ml^−1^ of LIF (Department of Biochemistry, University of Cambridge).

One day before the induction for the 2i release experiment, cells cultured in N2B27 2i + LIF were plated on gelatinized plates in N2B27 2i + LIF conditions to prepare for the ‘release’ condition. In parallel, cells were cultured on gelatinized plates in N2B27 2i + LIF and serum + LIF to establish 2i and serum conditions along with release. The following day, the media were changed to serum + LIF, following a PBS wash for the release condition. For 2i and serum conditions, the media were also changed but remained the same for each condition. Then, 48 h post-2i release cells were trypsinised (TrypLE, Gibco Thermo Fisher Scientific, 12604013) and plated in ibidi glass slides (μ-Slide 4 Well Ph+, 80446) coated by vitronectin (Vitronectin XF number 07180) and were allowed to attach for 8 h. Then, 200,000 cells were plated per well of the four-well slides, to allow for optimal density for imaging. Then, 56 h post-2i release, cells were washed with PBS and fixed with 2% paraformaldehyde for 30 min at room temperature. Slides were then washed further with PBS and stored at 4 °C with PBS with 0.05% Tween-20 and 0.05% sodium azide added.

To test the effect of *Dnmt3a*/*b* knockouts on the transcriptome, we analysed single-cell RNA-seq data from *Dnmt3a*/*b* DKO mESCs^55^. The DKO cell lines used in this experiment are the same as we used for our microscopy experiments. We computed differentially expressed genes between wild type and DKO using the FindMarkers function in Seurat and performed gene set enrichment analysis using g:Profiler. We did not find any enrichment in gene categories related to cell fate or epigenetic remodelling. This suggests that in vitro, *Dnmt3a*/*b* DKOs do not lead to large-scale epigenetic or cell fate changes beyond the intended effect of the knockouts.

#### Immunofluorescence

Cells were permeabilized using 0.5% Triton X-100 in PBS for 1 h at room temperature. Cells were then washed using PBT (PBS with 0.05% Tween-20) and blocked with 1% bovine serum albumin in PBT for 1 h at room temperature. Cells were incubated overnight at 4 °C with an anti-histone antibody (MAB3422, Sigma-Aldrich) at a 1:100 concentration. The anti-histone antibody, clone H11-4, MAB3422 is a specific mouse monoclonal antibody (clone H11-4) that targets pan-histone proteins, recognizing all core histones (H1, H2A, H2B, H3, H4) with similar sensitivity. We used this antibody to label the chromatin across the nucleus without biasing towards specific chromatin states. The following day, cells were washed in 1% bovine serum albumin in PBT for 1 h at room temperature. Cells were incubated for 1 h at room temperature in the dark with the secondary antibody (donkey anti-mouse 647, Thermo Fisher/Invitrogen A31571) at a 1:1,000 concentration, followed by a PBT wash. Cells were then stained with 5 μg ml^−1^ of DAPI for 15 min and washed with PBT. Slides were stored at 4 °C with phosphate buffer.

#### STORM imaging and analysis

STORM imaging was performed using a Nikon N-STORM imaging system, comprising Nikon Ti-2 microscope, Nikon ×100 1.49 Apo TIRF objective, Andor iXon 897 EM-CCD camera and Nikon LU-NV-J laser combiner. The system was operated using Nikon NIS-Elements software (v. 5.42.06). Immediately before imaging, samples were immersed in a STORM imaging buffer comprising 10 mM of cysteamine (MEA), 50 mM of sodium sulphite and 10% glycerol in 1× PBS. Samples were illuminated using 647-nm laser light with HiLo illumination using 1% laser power, before increasing the laser power to the maximum and imaging for a total of 20,000 frames, with the camera exposure time set to ‘1 frame’ to maximize the frame rate. Focal drift was minimized by engaging the Nikon PFS system; lateral drift was corrected post-acquisition using the drift correction function in NIS-Elements software. Localization analysis was performed using Nikon NIS-Elements software in regions of interest that did not overlap with the increased signal in the nuclear periphery as well as regions of the nucleus in which localization was not detected. The initial spot localization was done using a Gaussian peak fit, with default parameters for two-dimensional STORM data analysis. For the presentation of localizations (Fig. 4 and Extended Data Fig. 4), the size and brightness of a localization depend on its accuracy in the following way: the precision is equal to $$(1/\sqrt{N})(l/2A)$$, where *N* is the number of photons detected, *λ* is the emission wavelength and *A* is the numerical aperture of the objective lens. The full-width at half-maximum value of the point spread function function multiplied by $$1/\sqrt{N}$$ is the diameter of the circle. Detailed information about the number of localizations, regions of interest and cells analysed in each condition are provided in Supplementary Table 1.

To calculate the cluster sizes, we used the DBSCAN algorithm^56^ as implemented in the R DBSCAN package with parameters *ϵ* = 0.5 and minPts = 4, applied separately on each region of interest. We then calculated the average cluster size for each cell. Although the cluster size naturally scaled with the choice of *ϵ*, the difference between wild-type and knockout conditions was unaffected by this choice. The DBSCAN algorithm identified a larger average cluster size in 2i conditions compared with serum conditions, which is unexpected. The larger clusters in 2i conditions inferred with our methods are, however, consistent across all three cell lines. We, therefore, reasoned that the larger apparent cluster size in 2i conditions must be a result of the statistical nature of the STORM method and the DBSCAN algorithm used for cluster assignment. To test this, we calculated pair-correlation functions of all detected nucleosomes (Extended Data Fig. 5a) separately for each region of interest using the pcf function of the R package spatstat.explore. These pair-correlation functions show that nucleosomes are clustered in all conditions (decay of the correlation function). The statistical structure of clusters in both conditions is, however, different: although clusters in the serum condition are strongly localized (high correlations at short distances), nucleosomes in 2i conditions are comparatively correlated over longer distances (higher correlations beyond approximately 50 nm).

Extended Data Fig. 5b shows variability across cell lines. We find general consistency across replicates. An exception to this is the different behaviour of the F2 and DKO cell lines in the release experiment. This is not unexpected, because both cell lines have biologically very different means for the inhibition of DNMT3 (knockout versus mutant).

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41567-026-03263-x.

## Supplementary information

Supplementary Information Supplementary Sections I–VI.

Peer Review File

Supplementary Table 1 Sample numbers for the STORM microscopy experiment.

## Data Availability

All sequencing datasets reported in this paper are available on Gene Expression Omnibus (GEO) under accession GSE166226. STORM localization data are available on Zenodo (10.5281/zenodo.18965309)^57^. Raw images are available upon request.

## References

[1] Macaulay, I. C. & Voet, T. Single cell genomics: advances and future perspectives. *PLoS Genet.***10**, e1004126 (2014).24497842 10.1371/journal.pgen.1004126PMC3907301

[2] Smith, Z. D., Hetzel, S. & Meissner, A. DNA methylation in mammalian development and disease. *Nat. Rev. Genet.***26**, 7–30 (2025).39134824 10.1038/s41576-024-00760-8

[3] Klutstein, M., Nejman, D., Greenfield, R. & Cedar, H. DNA methylation in cancer and aging. *Cancer Res.***76**, 3446–3450 (2016).27256564 10.1158/0008-5472.CAN-15-3278

[4] Smith, Z. D. & Meissner, A. DNA methylation: roles in mammalian development. *Nat. Rev. Genet.***14**, 204–220 (2013).23400093 10.1038/nrg3354

[5] Lee, H. J., Hore, T. A. & Reik, W. Reprogramming the methylome: erasing memory and creating diversity. *Cell Stem Cell***14**, 710–719 (2014).24905162 10.1016/j.stem.2014.05.008PMC4051243

[6] Jurkowska, R. Z., Jurkowski, T. P. & Jeltsch, A. Structure and function of mammalian DNA methyltransferases. *ChemBioChem***12**, 206–222 (2011).21243710 10.1002/cbic.201000195

[7] Auclair, G., Guibert, S., Bender, A. & Weber, M. Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse. *Genome Biol.***15**, 545 (2014).25476147 10.1186/s13059-014-0545-5PMC4295324

[8] Zinn-Justin, J. *Quantum Field Theory and Critical Phenomena* 5th edn (Oxford Univ. Press, 2021).

[9] Kalkan, T. et al. Tracking the embryonic stem cell transition from ground state pluripotency. *Development***144**, 1221–1234 (2017).28174249 10.1242/dev.142711PMC5399622

[10] Ficz, G. et al. Fgf signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. *Cell Stem Cell***13**, 351–359 (2013).23850245 10.1016/j.stem.2013.06.004PMC3765959

[11] Habibi, E. et al. Whole-genome bisulfite sequencing of two distinct interconvertible DNA methylomes of mouse embryonic stem cells. *Cell Stem Cell***13**, 360–369 (2013).23850244 10.1016/j.stem.2013.06.002

[12] Leitch, H. G. et al. Naive pluripotency is associated with global DNA hypomethylation. *Nat. Struct. Mol. Biol.***20**, 311–316 (2013).23416945 10.1038/nsmb.2510PMC3591483

[13] Rulands, S. et al. Genome-scale oscillations in DNA methylation during exit from pluripotency. *Cell Syst.***7**, 63–76 (2018).30031774 10.1016/j.cels.2018.06.012PMC6066359

[14] Clark, S. J. scNMT-seq enables joint profiling of chromatin accessibility DNA methylation and transcription in single cells. *Nat. Commun.***9**, 781 (2018).29472610 10.1038/s41467-018-03149-4PMC5823944

[15] Baubec, T. et al. Genomic profiling of DNA methyltransferases reveals a role for DNMT3B in genic methylation. *Nature***520**, 243–247 (2015).25607372 10.1038/nature14176

[16] Krapivsky, P. L., Redner, S. & Ben-Naim, E. *A Kinetic View of Statistical Physics* (Cambridge Univ. Press, 2010).

[17] Sneppen, K. & Dodd, I. B. Nucleosome dynamics and maintenance of epigenetic states of CpG islands. *Phys. Rev. E***93**, 062417 (2016).27415308 10.1103/PhysRevE.93.062417

[18] Rajavelu, A., Jurkowska, R. Z., Fritz, J. R. & Jeltsch, A. Function and disruption of DNA methyltransferase 3a cooperative DNA binding and nucleoprotein filament formation. *Nucleid Acids Res.***40**, 569–580 (2012).10.1093/nar/gkr753PMC325814421926161

[19] Olmeda, F. & Rulands, S. Field theory of enzyme-substrate systems with restricted long-range interactions. *Phys. Rev. E***110**, 024404 (2024).39294986 10.1103/PhysRevE.110.024404

[20] Jimenez-Useche, I. et al. DNA methylation effects on tetra-nucleosome compaction and aggregation. *Biophys. J.***107**, 1629–1636 (2014).25296315 10.1016/j.bpj.2014.05.055PMC4190600

[21] Ramaswamy, S., Toner, J. & Prost, J. Nonequilibrium fluctuations, traveling waves, and instabilities in active membranes. *Phys. Rev. Lett.***84**, 3494 (2000).11019123 10.1103/PhysRevLett.84.3494

[22] Weber, C. A., Zwicker, D., Jülicher, F. & Lee, C. F. Physics of active emulsions. *Rep. Progr. Phys.***82**, 064601 (2019).10.1088/1361-6633/ab052b30731446

[23] Hilbert, L. et al. Transcription organizes euchromatin via microphase separation. *Nat. Commun.***12**, 1360 (2021).33649325 10.1038/s41467-021-21589-3PMC7921102

[24] Bauermann, J., Bartolucci, G., Weber, C. A. & Jülicher, F. Theory of reversed ripening in active phase separating systems. *Phys. Rev. Lett.***135**, 148201 (2025).41110051 10.1103/f5x9-wp3g

[25] Ricci, M. A., Manzo, C., García-Parajo, M. F., Lakadamyali, M. & Cosma, M. P. Chromatin fibers are formed by heterogeneous groups of nucleosomes in vivo. *Cell***160**, 1145–1158 (2015).25768910 10.1016/j.cell.2015.01.054

[26] Ou, H. D. et al. ChromEMT: visualizing 3D chromatin structure and compaction in interphase and mitotic cells. *Science***357**, eaag0025 (2017).10.1126/science.aag0025PMC564668528751582

[27] Xu, J. et al. Super-resolution imaging of higher-order chromatin structures at different epigenomic states in single mammalian cells. *Cell Rep.***24**, 873–882 (2018).10.1016/j.celrep.2018.06.085PMC615438230044984

[28] Vinayak, V. et al. Polymer model integrates imaging and sequencing to reveal how nanoscale heterochromatin domains influence gene expression. *Nat. Commun.***16**, 3816 (2025).40268925 10.1038/s41467-025-59001-zPMC12019571

[29] Jia, D., Jurkowska, R. Z., Zhang, X., Jeltsch, A. & Cheng, X. Structure of Dnmt3a bound to Dnmt3L suggests a model for *de novo* DNA methylation. *Nature***449**, 248–251 (2007).17713477 10.1038/nature06146PMC2712830

[30] Lieberman-Aiden, E. et al. Comprehensive mapping of long-range interactions reveals folding principles of the human genome. *Science***326**, 289–293 (2009).19815776 10.1126/science.1181369PMC2858594

[31] Li, G., Liu, Y., Zhang, Y., Kubo, N. & Yu, M. et al. Joint profiling of DNA methylation and chromatin architecture in single cells. *Nat. Methods***16**, 991–993 (2019).10.1038/s41592-019-0502-zPMC676542931384045

[32] Clark, S. J. et al. Single-cell multi-omics profiling links dynamic DNA methylation to cell fate decisions during mouse early organogenesis. *Genome Biol.***23**, 202 (2022).36163261 10.1186/s13059-022-02762-3PMC9511790

[33] Argelaguet, R. et al. Multi-omics profiling of mouse gastrulation at single-cell resolution. *Nature***576**, 487–491 (2019).31827285 10.1038/s41586-019-1825-8PMC6924995

[34] Monteagudo-Sánchez, A., Noordermeer, D. & Greenberg, M. V. The impact of DNA methylation on CTCF-mediated 3D genome organization. *Nat. Struct. Mol. Biol.***31**, 404–412 (2024).38499830 10.1038/s41594-024-01241-6

[35] Kant, A. et al. Active transcription and epigenetic reactions synergistically regulate meso-scale genomic organization. *Nat. Commun.***15**, 4338 (2024).38773126 10.1038/s41467-024-48698-zPMC11109243

[36] Hanna, C. W., Demond, H. & Kelsey, G. Epigenetic regulation in development: is the mouse a good model for the human? *Hum. Reprod. Update***24**, 556–576 (2018).29992283 10.1093/humupd/dmy021PMC6093373

[37] Holm, C. et al. in *Polyelectrolytes with Defined Molecular Architecture II* 67–111 (Springer, 2004).

[38] Rajavelu, A. et al. Chromatin-dependent allosteric regulation of DNMT3A activity by MECP2. *Nucleic Acids Res.***46**, 9044–9056 (2018).30102379 10.1093/nar/gky715PMC6158614

[39] Thorn, G. J. et al. DNA sequence-dependent formation of heterochromatin nanodomains. *Nat. Commun.***13**, 1861 (2022).35387992 10.1038/s41467-022-29360-yPMC8986797

[40] Krietenstein, N. & Rando, O. J. Mesoscale organization of the chromatin fiber. *Curr. Opin. Genet. Dev.***61**, 32–36 (2020).10.1016/j.gde.2020.02.02232305817

[41] Ortega-Alarcon, D. et al. Extending Mecp2 interactome: canonical nucleosomal histones interact with Mecp2. *Nucleic Acids Res.***52**, 3636–3653 (2024).38321951 10.1093/nar/gkae051PMC11039998

[42] Hassan-Zadeh, V., Rugg-Gunn, P. & Bazett-Jones, D. P. DNA methylation is dispensable for changes in global chromatin architecture but required for chromocentre formation in early stem cell differentiation. *Chromosoma***126**, 605–614 (2017).28084535 10.1007/s00412-017-0625-x

[43] Miron, E. et al. Chromatin arranges in chains of mesoscale domains with nanoscale functional topography independent of cohesin. *Sci. Adv.***6**, eaba8811 (2020).32967822 10.1126/sciadv.aba8811PMC7531892

[44] Barth, R., Bystricky, K. & Shaban, H. A. Coupling chromatin structure and dynamics by live super-resolution imaging. *Sci. Adv.***6**, eaaz8527 (2020).10.1126/sciadv.aaz2196PMC745844932937447

[45] Pombo, A. & Dillon, N. Three-dimensional genome architecture: players and mechanisms. *Nat. Rev. Mol. Cell Biol.***16**, 245–257 (2015).10.1038/nrm396525757416

[46] Smallwood, S. A. et al. Dynamic CpG island methylation landscape in oocytes and preimplantation embryos. *Nat. Genet.***43**, 811–814 (2011).21706000 10.1038/ng.864PMC3146050

[47] Payer, B. & Lee, J. T. X chromosome dosage compensation: how mammals keep the balance. *Annu. Rev. Genet.***42**, 733–772 (2008).18729722 10.1146/annurev.genet.42.110807.091711

[48] Challen, G. A. et al. Dnmt3a is essential for hematopoietic stem cell differentiation. *Nat. Genet.***44**, 23–31 (2012).10.1038/ng.1009PMC363795222138693

[49] Li, M. A. et al. A lncRNA fine tunes the dynamics of a cell state transition involving *Lin28*, *let-7* and *de novo* DNA methylation. *eLife***6**, e23468 (2017).28820723 10.7554/eLife.23468PMC5562443

[50] Hooper, M., Hardy, K., Handyside, A., Hunter, S. & Monk, M. HPRT-deficient (Lesch–Nyhan) mouse embryos derived from germline colonization by cultured cells. *Nature***326**, 292–295 (1987).3821905 10.1038/326292a0

[51] Marks, H. et al. The transcriptional and epigenomic foundations of ground state pluripotency. *Cell***149**, 590–604 (2012).22541430 10.1016/j.cell.2012.03.026PMC3398752

[52] Smallwood, S. A. et al. Single-cell genome-wide bisulfite sequencing for assessing epigenetic heterogeneity. *Nat. Methods***11**, 817–820 (2014).25042786 10.1038/nmeth.3035PMC4117646

[53] Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet J.***17**, 10–12 (2011).

[54] Krueger, F. & Andrews, S. R. Bismark: a flexible aligner and methylation caller for bisulfite-seq applications. *Bioinformatics***27**, 1571–1572 (2011).21493656 10.1093/bioinformatics/btr167PMC3102221

[55] Kinoshita, M. et al. Disabling de novo DNA methylation in embryonic stem cells allows an illegitimate fate trajectory. *Proc. Natl Acad. Sci. USA***118**, e2109475118 (2021).34518230 10.1073/pnas.2109475118PMC8463881

[56] Ester, M., Kriegel, H.-P., Sander, J. & Xu, X. A density-based algorithm for discovering clusters in large spatial databases with noise. In *Proc. 2nd International Conference on Knowledge Discovery and Data Mining* 226–231 (AAAI Press, 1996).

[57] Kafetzopoulos, I., Walker, S. & Rulands, S. STORM localisations and regions of interest. *Zenodo*10.5281/zenodo.18965309 (2026).

# Supplementary material for: Scaling and self-similarity in the formation of the embryonic epigenome
**Source:** Nat Phys. 2026 Apr 29;22(6):931–40. doi: 10.1038/s41567-026-03263-x
**Supplement:** Supplementary file 1 — Supplementary Sections I–VI.

---

# Scaling and self-similarity in the formation of the embryonic epigenome

---

In the format provided by the  
authors and unedited

---

# Supplementary Information

Fabrizio Olmeda and Steffen Rulands

In this Supplementary Information, we provide detailed calculations that support the conclusions presented in the main text. The document is organized into two parts: an initial summary section that provides a concise overview of the theoretical results and which is accessible to readers without knowledge of the theoretical techniques used to derive the main conclusions. In the subsequent sections we provide the full mathematical details used to obtain these conclusions, including the model formulation, analytical derivations, and numerical analyses.

## Overview over the key arguments presented in this supplemental theory

In this section, we summarize the main arguments and conclusions derived from the detailed analytical calculations presented later. It provides the conceptual framework for the results, while the full technical developments are deferred to Sections I–VI and Reference [1].

### Inference of the interaction kernel from sequencing data

To begin, we outline the key steps for the inference of the interaction kernel from the time evolution of the first moment of the BS-seq experiment in Fig. 1d of the main text. To this end, we begin with a general mathematical ansatz for the stochastic dynamics of DNMT3 enzyme binding. This ansatz comprises generic enzyme kinetics: 1) binding and unbinding of enzymes to the DNA; 2) Bound enzymes can methylate the DNA. This ansatz also comprises *a priori* unknown interactions between binding events. Mathematically, these interaction are represented by an interaction kernel  $J_{i,j}$  giving the rate of binding at site  $i$  given the binding state of position  $j$ .

To infer the interaction kernel, we then consider a one-dimensional lattice, where each site is described by whether it is occupied by a DNMT3 enzyme and whether it is methylated. We then describe the full stochastic dynamics of the time evolution of the probability  $P(\mathbf{D}, \mathbf{m}, t)$  of observing a specific DNA methylation profile  $\mathbf{m}$  and enzyme binding profile  $\mathbf{D}$  at time  $t$ .  $P(\mathbf{D}, \mathbf{m}, t)$  assigns statistical weights to all possible DNA methylation config-

urations along the genome. Mathematically, this time evolution is given by the master equation (10). Because, given an enzyme is bound, DNA methylation is a linear process we can summarize enzyme binding and methylation of the DNA into one process without changing any of the results.

The mathematical strategy then works as follows: by solving the master equation for the probability  $P(\mathbf{D}, \mathbf{m}, t)$  we can compare our predictions to the data and thereby infer the interaction kernel  $J_{i,j}$ . Obtaining the solution of the master equation is only possible approximately using stochastic simulations. Numerical methods do, however, not allow for solving the inverse problem of finding the kernel  $J_{i,j}$ . We therefore use analytical methods to compute certain properties of  $P(\mathbf{D}, \mathbf{m}, t)$ , namely the first moment (the average methylation over time) and the second moment (the spatial distribution of DNA methylation marks encoded in correlation functions). To this end, we make use of a formal analogy between the master equation and the Schroedinger equation in quantum mechanics. This allows us to use a second-quantisation formulation of the stochastic system and derive a path-integral representation of its time evolution. The use of second-quantisations and path-integral methods enable solving the inverse problem of finding  $J_{i,j}$  and are key for obtaining the analytical results in this work.

We here use the first moment to infer the interaction kernel and use the second moment to test the inferred model. As the master equation describes the probability of observing any given methylation and enzyme profile in

time, we can derive the average DNA methylation level at site  $i$ ,  $\langle m_i(t) \rangle$  as,

$$\langle m_i(t) \rangle = \sum_{\mathbf{D}, \mathbf{m}} m_i P(\mathbf{D}, \mathbf{m}, t). \quad (1)$$

To obtain this quantity, we perform two steps: first, we assume that the binding rate decreases with the distance to the nearest bound site with a power law described by an exponent  $\lambda$ . We also take a continuum limit, in which the discrete distances between between CpG sites are neglected in favour of a description of the density of bound enzymes in terms of a continuous field  $\phi(s, t)$  (see below for a precise definition of this field). With this, the time evolution of DNMT3 occupancy  $\phi(s, t)$  and methylation density  $m(s, t)$  is given by a pair of coupled partial differential equations,

$$\begin{aligned} \frac{\partial \phi(s)}{\partial \tilde{t}} &= \phi(s)^\lambda + D \phi(s)^{\lambda-3} \partial_s^2 \phi(s), \\ \frac{\partial m(s)}{\partial \tilde{t}} &= k(s) \phi(s). \end{aligned} \quad (2)$$

The parameter  $k(s)$  denotes the methylation rate, which can depend on the specific genomic region and the density of CpG sites.

The coupled partial differential equations can be solved analytically in the limit that spatial variations are weak (see Ref. [1] for details). The solution of Eq. (2) for the average DNA methylation is,  $\langle m(t) \rangle \propto t^{1+1/(1-\lambda)}$ . Comparing this results to the experimental observation where the exponent is 5/2 we obtain that,  $1 + 1/(1 - \lambda) = 5/2 \rightarrow \lambda = 1/3$ . This means that the enzyme binding rate at a given CpG site decreases with the distance  $d$  to the nearest bound enzymes according to a power law  $d^{-\lambda}$ . Specifically, if an enzyme

binds at a given site  $i$ , with the closest bound enzymes located at CpG sites  $i - L$  and  $i + R$ , respectively, the corresponding binding rate is,

$$\frac{1}{|L|^{1/3}} + \frac{1}{|R|^{1/3}}. \quad (3)$$

At this stage, the interaction kernel is a mathematical result with no immediate biological or physical interpretation. To understand the biological meaning of the inferred interaction kernel, we consider how the total binding in a given genomic region centered around position  $i$  scales with its size  $l$ . To this end, we integrate the kernel over such a region and we find that the cumulative binding rate scales as  $l^{2/3}$ . The  $l^{2/3}$ -dependence is reminiscent of the surface-to-volume ratio of any (non-fractal) three-dimensional object, suggesting that the fraction of accessible sites for enzyme binding is proportional to the surface of a region of compacted chromatin. Hence, this scaling signifies a potential feedback mechanism between DNA methylation and local chromatin compaction: in this picture, increased methylation locally reduces accessibility, which in turn modulates further enzyme binding.

## Transformation from sequence to physical space

To explicitly connect DNA methylation to chromatin conformation, in Section III we mathematically derive differential equations describing the time evolution of DNA methylation and chromatin conformation in the three-dimensional, physical space of the cell nucleus. To this end, we develop a geometrical, field-theoretical renormalization group framework.

The kernel derived above signifies that *de novo* methylation events locally

induce chromatin contraction, thereby generating a flux of DNA methylation toward the newly compacted region. This physical picture motivates a transition from the one-dimensional sequence space (CpG coordinate  $s$ ) to a one-dimensional projection of the three-dimensional physical space (coordinate  $x$ ). In this mathematical representation, physical space is represented by volumes, each described by the local methylation concentration. Assuming isotropy, this new space can be seen as a one-dimensional projection which is statistically equivalent to a full three-dimensional space. The local chromatin conformation is described by a local, dynamic metric, which relates the size of a volume in physical space to the (constant) volume of a CpG site in sequence space.

In this representation, the stochastic dynamics of enzyme occupancy, DNA methylation and chromatin conformation in the form of a local and dynamic metric is again described by a master equation, Eq. (47). To quantify how local variations in methylation affect chromatin conformation and vice versa, we developed a geometrical renormalization group scheme. This method is conceptually similar to elasticity problems in membranes or filaments, where the local mechanical state depends on molecular concentrations [2]. However, unlike those systems, where the mechanical forces are known or imposed, here we do not enforce any specific mechanical constraint. Rather, we compute chromatin condensation self-consistently from the behavior of the DNMT3 interaction kernel itself.

To this end, we consider an unmethylated DNA segment. If a new binding event locally induces chromatin compaction, a segment  $i$  of initial length  $\Delta x_i$

in physical space will contract according to,

$$\delta\Delta x_i = \Delta x_i - g_i(\Delta x_i). \quad (4)$$

where  $\Delta x_i$  is a length element in volume  $i$  in physical space and  $g_i$  describes the unknown metric representing the interplay between methylation and conformational chromatin changes.  $g_i$  serves as the basis for the derivation of the full dynamics in the physical coordinate  $x$ . The mathematical challenge lies on the property that local changes in the chromatin conformation give rise to coordinate changes in all other part of the system and thereby to a large number of methylation fluxes, which is impossible to keep track of analytically. The idea behind our geometrical renormalization group approach is to rescale space and renormalize concentrations in such a way, that these fluxes vanish.

The analytical details are given in Section III. As a result of this approach, we obtain the stochastic time evolution of enzyme and methylation concentrations in physical space. Taking the continuum limit in space and performing a mean-field approximation, we show that in this new projected physical space the time evolution of enzyme concentration follows a partial differential equation of the form,

$$\partial_t \phi(x, t) = \phi(x, t)^\lambda + \phi(x, t)^{\lambda-3} \partial_x^2 \phi(x, t) - r \phi(x, t)^\lambda \partial_x^2 \phi(x, t). \quad (5)$$

The additional, anti-diffusive term  $-r \phi(x, t)^\lambda \partial_x^2 \phi(x, t)$  counteracts the diffusive term  $\phi(x, t)^{\lambda-3} \partial_x^2 \phi(x, t)$ . Intuitively, because both terms scale differently

with the enzyme density  $\phi$ , there is a threshold value in the enzyme or methylation density above which the anti-diffusive term dominates, leading to the formation of condensates via a phase separation mechanism. By expanding this equation around the homogeneous state (linear stability analysis), we show that depending on the value of the parameter  $r$ , this equation may exhibit an instability giving rise to patterns with a finite wavelength. The systematic modulation of the enzyme or methylation density in physical space represent chromatin condensates.

From numerical simulations and parameter estimation (Methods section of the main text), we find that this instability emerges when the average methylation level exceeds approximately 50%, and that the resulting condensates have a characteristic length scale of approximately 5,000 base pairs.

## Spatial correlation functions

In this section we summarize our analytical predictions of the spatial distribution of DNA methylation marks. We obtain these correlation function from the stochastic description of the model as described in Eq. (10). We present mathematical details in Section IV and V. The mathematical steps follow the calculations we presented in Ref. [1]. Briefly, we make use of a second-quantisation formulation of the stochastic systems, based on which we develop a coherent-state path integral description of the stochastic dynamics. Intuitively, in this description the probability that the system transits from one state at a given time to any other state at a later time is given by a sum over all possible paths that connect these states. These paths are

weighted by an action, similar to quantum field theory. We may therefore use powerful mathematical tools from quantum field theory, such as perturbation theory, Feynman diagrams or renormalisation group theory to obtain correlation functions.

The application of renormalization group theory is complicated by the fact that the interaction kernel naturally defines a length scale set by the inverse of the average methylation level,  $1/\langle m \rangle$ . Therefore, we cannot expect spatial structures to be self-similar, as assumed in renormalization group theory. We therefore calculated the correlation function in two different spatial regimes which are each dominated by distinct physical processes. At short genomic distances, the spatial structure of DNA methylation is dominated by the active feedback between methylation and chromatin compaction. In this regime, the connected correlation function decays according to a power-law with an exponent of  $-1/3$ ,

$$\langle m(s, t)m(s', t) \rangle_c \sim |s - s'|^{-(1/3)}. \quad (6)$$

At larger separations, we need to consider higher-order interactions between DNMT3 binding events such. To this end, we employ a renormalization group technique [1] and find that correlations still decay algebraically but with a different exponent,

$$\langle m(s, t)m(s', t) \rangle_c \sim |s - s'|^{-(10/9)}. \quad (7)$$

Although these exponents are already in good agreement with experimental

observations, they are derived from a one-dimensional theory, whereas DNA dynamics occurs in three dimensions.

To incorporate these effects, we propose that the effective dimensionality of the system depends on the mean methylation level, decreasing as  $\langle m \rangle$  increases. Intuitively, it can be understood in terms of the relationship between DNA methylation and chromatin conformation. An increase in methylation leads to chromatin condensation, and in the idealistic case a fully methylated chromatin would imply a DNA which is highly compacted, effectively decreasing its dimensionality.

The average DNA methylation does not change with respect to the dimensionality of the system, but the correlation functions does. In particular the correlation function are modified,

$$C(s - s') = \begin{cases} |s - s'|^{-\left(\frac{1}{3}\right)^{1+\langle m \rangle}}, & \text{for } |s - s'| < 350/\langle m \rangle, \\ |s - s'|^{-\left(\frac{10}{9}\right)^{1+\langle m \rangle}}, & \text{for } |s - s'| > 350/\langle m \rangle, \end{cases} \quad (8)$$

where the crossover between regimes occurs at the inverse of the mean methylation level,  $1/\langle m \rangle$ , and the numerical prefactor 350 is obtained from dimensional arguments. The analytical form of these connected correlation functions shows excellent quantitative agreement with experimental data.

Finally, we determine the shape of the cross-correlation function between DNA methylation and chromatin accessibility  $\mathbf{a}$ , as measured in our scNMT-seq experiments. Assuming that chromatin accessibility is regulated locally by DNA methylation, and neglecting higher-order contributions, we obtain

that the cross-correlation function obtains a stretched exponential shape,

$$\langle m_i a_j \rangle = \alpha \langle m \rangle \exp \left( -K_a |i - j|^{2/3} \right) . \quad (9)$$

which again matches the experimental observations. The exponent  $2/3$ , which enters the exponential form, is a consequence of the power-law correlations of DNA methylation marks, which decay on small distances with an exponent of  $-1/3$ . The prefactor  $K_a$  in the exponent is proportional to the typical inverse length scale of condensates. The amplitude factor  $\alpha$  gives the overall degree of compaction. Because the prefactor  $\alpha$  depends linearly on average DNA methylation levels, this cross-correlation function can be used to predict chromatin compaction from knowledge of DNA methylation profiles.

# Contents

# Introduction

The Supplementary Information is organized as follows. In Section I, we define a general ansatz for the stochastic dynamics that governs the binding kinetics of interacting enzymes. In Section II, we construct a coherent-state path integral representation and infer the corresponding interaction kernel from the sequencing data. In Section III, we demonstrate how an effective description in physical space can be derived from the field theory formulated in sequence space. Sections IV and V apply renormalization group theory to obtain analytical expressions for spatial correlation and cross-correlation functions. In Section V, we discuss alternative forms of the interaction kernel, and in Section VI, we present details of the numerical simulations.

## I Ansatz for enzyme–DNA kinetics

To infer the kinetics of *de novo* methylation from experimental sequencing data, we begin with a general mathematical ansatz for DNMT3 enzyme kinetics. To this end, we first model the DNA as a one-dimensional lattice in which each site represents a base pair. Because only a subset of sites are cytosines in a CpG context (and thus able to be methylated), we adopt an equivalent but more efficient description in which each lattice site corresponds to a CpG. The genomic distances between CpGs will then later be encoded in a position-dependent interaction parameter. At each site, DNMT3 enzymes can bind to the DNA and, once bound, methylate that site. In Section II we show that other processes, such as independent unbinding events and po-

tential demethylation, do not affect the predictions derived below and are therefore omitted from the coarse-grained description.

The emergence of a non-trivial power law in the average DNA methylation levels (Fig. 1, main text) and the power-law decay of methylation correlations indicate that *de novo* methylation is a collective process involving interactions among DNMT3 enzymes across extended genomic domains. We therefore assume that the binding rate of DNMT3 at position  $i$  depends on the presence of bound enzymes in its vicinity. Specifically, if the nearest bound sites are  $j_1$  and  $j_2$ , we write the binding rate as  $J_{i,j_1} + J_{i,j_2}$ , where the two terms quantify the contributions from the left and right bound neighbours, respectively. In the absence of heterogeneity,  $J_{i,j}$  depends only on the distance between sites,  $J_{i,j} = J(|j - i|)$ . Interactions restricted to the closest occupied sites on the left and right effectively bound the range of  $J$  have been previously studied at the mean-field level in [3]. The time evolution of the probability of a given DNMT3 binding and DNA methylation configuration,  $P(\mathbf{D}, \mathbf{m}, t)$ , follows a master equation,

$$\begin{aligned} \frac{\partial P(\mathbf{D}, \mathbf{m}, t)}{\partial t} = & \sum_{i=1}^N \sum_{l=i+1}^N \left( \prod_{j=1}^{l-1} J_{i,i+l} \bar{D}_{i+j} \right) D_l [D_i P(\bar{\mathbf{D}}_i, \mathbf{m}, t) - \bar{D}_i P(\mathbf{D}, \mathbf{m}, t)] \\ & + \text{l.n.n.} \\ & + \text{methylation and unbinding processes,} \end{aligned} \tag{10}$$

where  $\mathbf{D}$  and  $\mathbf{m}$  are binary vectors for DNMT3 occupancy and DNA methylation, respectively (e.g.,  $D_i = 1$  if site  $i$  is occupied,  $D_i = 0$  otherwise). The vector  $\bar{\mathbf{D}}_i$  is obtained from  $\mathbf{D}$  by replacing  $D_i$  with  $1 - D_i$ , and  $\bar{D}_i = 1 - D_i$ .

Here  $N$  denotes the number of lattice sites. The interaction with the left nearest neighbours has the same structure as the term shown and is abbreviated by “l.n.n.” In the context of *de novo* methylation, the nonlinear nature of DNMT3 binding is supported by experimental evidence [4]. Since linear and uncorrelated processes do not contribute, we can derive the marginal distribution,

$$P(\mathbf{D}, t) = \sum_{\mathbf{m}} P(\mathbf{D}|\mathbf{m}, t) P(\mathbf{m}, t). \quad (11)$$

By construction of the ansatz,  $P(\mathbf{D}|\mathbf{m}, t) = P(\mathbf{D}, t)$ , so that the master equation for the marginal distribution retains the same structure as above,

$$\frac{\partial P(\mathbf{D}, t)}{\partial t} = \sum_{i=1}^N \sum_{l=i+1}^N J_{i,i+l} \left( \prod_{j=1}^{l-1} \bar{D}_{i+j} \right) D_l [D_i P(\bar{\mathbf{D}}_i, t) - \bar{D}_i P(\mathbf{D}, t)] + \text{l.n.n.} \quad (12)$$

**Fragmentation analogy.** As a side remark, the dynamics can be equivalently formulated in terms of the creation of *non-methylated domains*. In this analogy, a binding event between two already occupied sites corresponds to a *fragmentation* that splits a domain into two shorter intervals. Restricting attention to the first moment, our ansatz can be recast as the fragmentation equation,

$$\frac{\partial c(x, t)}{\partial t} = \int_0^\infty dy J(x, y-x) c(y, t) - c(x, t) \int_0^x dy J(y, x-y), \quad (13)$$

where  $c(x, t)$  denotes the number of domains of length  $x$  at time  $t$ . For a kernel  $J(x, y) = 1/x^\lambda + 1/y^\lambda$  and moments  $M_\alpha = \int dx c(x, t) x^\alpha$ , one obtains

$M_{\alpha+\lambda+1} \sim t^{-(\alpha+\lambda)/(\lambda+1)}$ . The average occupancy (the zeroth moment) thus scales as  $D \sim t^{1/(\lambda+1)}$ . In what follows, we provide a rigorous derivation of this result and of higher-order statistics (e.g., correlation functions) using field-theoretical methods that go beyond mean-field arguments.

## II Inference of *de novo* DNA methylation kinetics in sequence space

Having defined a general ansatz for the kinetics of enzyme binding, we now infer the functional form of the interaction kernel directly from the sequencing data. To this end, we employ a coherent-state path integral formulation of the master equation (10). By taking the semiclassical limit, we compare the theoretical predictions for the first moment with experimental measurements, and we further analyze the effects of additional processes that may influence the dynamics of *de novo* DNA methylation, such as the processivity of DNMT3. Although the interaction kernel is inferred from the time evolution of the first moment, the same approach can be equivalently applied to static measurements of the correlation function.

### II.1 Coherent-state path integral formulation of the master equation

We now construct a path-integral representation of the master equation that allows us to compute the first- and higher-order moments of the dynamics. Before proceeding, we introduce a Fock space in which the probability

distribution is expressed as a state vector,

$$|P(t)\rangle = \sum_{\mathbf{D}} P(\mathbf{D}, t) a_1^{\dagger D_1} \dots a_N^{\dagger D_N} |0\rangle. \quad (14)$$

Here,  $a_i^\dagger$  and  $a_i$  denote the creation and annihilation operators, respectively, associated with enzyme binding at the site  $i$ , and  $D_i$  represents the number of enzymes bound at that site. These operators act on the local occupation number basis  $|D_i\rangle$  as,

$$\begin{aligned} a_i^\dagger |D_i\rangle &= |D_i + 1\rangle, \\ a_i |D_i\rangle &= D_i |D_i - 1\rangle, \end{aligned} \quad (15)$$

and satisfy the standard commutation relation  $[a_i, a_i^\dagger] = 1$ .

Using this notation, the master equation can be formally rewritten in operator form as,

$$\partial_t |P(t)\rangle = -H |P(t)\rangle, \quad (16)$$

where the generator  $H$  is,

$$H = - \sum_{i=1}^N \sum_{l=1}^{N-i} \left( \prod_{j=1}^{l-1} J_{i,i+l} (1 - a_{i+j}^\dagger a_{i+j}) \right) a_{i+l}^\dagger a_{i+l} [a_i^\dagger \hat{\delta}_{D_{i,0}} - \hat{\delta}_{D_{i,0}}] + \text{l.n.n.} \quad (17)$$

The operator  $\hat{\delta}_{D_{i,0}}$  enforces a single-occupancy constraint: it equals 1 if no enzyme is bound at the site  $i$  and 0 otherwise. The expectation value of an arbitrary observable  $A(\mathbf{D}, t)$  can be calculated as [5],

$$\langle A(\mathbf{D}, t) \rangle = \sum_{\mathbf{D}} A(\mathbf{D}) P(\mathbf{D}, t), \quad (18)$$

which can equivalently be expressed in operator form as

$$\langle A(\mathbf{D}, t) \rangle = \langle 0 | \prod_i e^{a_i} A(\mathbf{D}) | P(t) \rangle. \quad (19)$$

Here, we have introduced the coherent-state basis  $\langle 0 | e^a$ , which is a left eigenstate of the creation operator  $a^\dagger$ ,

$$\langle 0 | e^a a^\dagger = \sum_{n=1}^{\infty} \frac{\langle 0 |}{n!} a^n a^\dagger = \langle 0 | e^a. \quad (20)$$

Within this coherent-state representation, we can write the identity as

$$1 = \int d\phi d\hat{\phi} e^{-\hat{\phi}\phi} e^{\phi a^\dagger} |0\rangle \langle 0| e^{\hat{\phi}a}, \quad (21)$$

which will be used in the following to construct the field-theoretical representation of the master equation. To account for the single-occupancy constraint, we need to determine how the  $\hat{\delta}$  operators act on the coherent states. Following the rules in [6], the expectation values of these operators are,

$$\begin{aligned} \langle \phi | a^\dagger \hat{\delta}_{\hat{n},m} | \phi \rangle &= \frac{1}{m!} \hat{\phi} (\hat{\phi}\phi)^m e^{-\phi\hat{\phi}}, \\ \langle \phi | a \hat{\delta}_{\hat{n},m} | \phi \rangle &= \frac{1}{(m-1)!} \phi (\hat{\phi}\phi)^{m-1} e^{-\phi\hat{\phi}}, \\ \langle \phi | \hat{\delta}_{\hat{n},m} | \phi \rangle &= \frac{1}{m!} (\hat{\phi}\phi)^m e^{-\phi\hat{\phi}}. \end{aligned} \quad (22)$$

Finally, the formal solution of the master equation can be written compactly as,

$$|P(t)\rangle = e^{-Ht} |P(0)\rangle, \quad (23)$$

where  $|P(0)\rangle$  represents the initial probability distribution of enzyme-binding configurations at time  $t = 0$ . Following Ref. [1], any observable, such as the average DNMT3 occupancy or the mean DNA methylation level, can be expressed as,

$$A(\mathbf{D}) = \int \mathcal{D}[\phi] \mathcal{D}[\hat{\phi}] A(\phi, \hat{\phi} = 1) e^{-S[\hat{\phi}, \phi]}, \quad (24)$$

with the action,

$$S[\hat{\phi}, \phi] = - \sum_i \phi_i(t_f) + \int_0^{t_f} dt \sum_i \left[ \hat{\phi}_i(t) \partial_t \phi_i(t) + H_i[\hat{\phi}, \phi] \right], \quad (25)$$

and the generator  $H_i$ ,

$$H_i[\hat{\phi}, \phi] = (1 - \hat{\phi}_i) e^{-\hat{\phi}_i \phi_i} \left[ \sum_{l=1}^{N-i} \prod_{j=1}^{l-1} J_{i,i+l}(l) \hat{\phi}_{i+l} \phi_{i+l} (1 - \phi_{i+j}) + \text{l.n.n.} \right]. \quad (26)$$

To compute correlation functions, we first define the generating functional of correlations,  $Z[\mathbf{h}, \phi, \bar{\phi}]$ ,

$$Z[\mathbf{h}, \phi, \bar{\phi}] = \int \mathcal{D}[\mathbf{h}, \phi, \bar{\phi}] e^{-S[\phi, \bar{\phi}] + \int_0^y ds \int_0^{t_f} dt [h(s, t) \phi(s, t) + \bar{h}(s, t) \bar{\phi}(s, t)]}. \quad (27)$$

Expectation values of products of observables, such as correlation functions, can then be obtained as functional derivatives with respect to the auxiliary

fields  $h$  and  $\tilde{h}$ . As an example correlation functions are derived as,

$$\langle \phi(s, t) \phi(y, t') \rangle = \frac{\delta^2 Z[\mathbf{h}, \phi, \bar{\phi}]}{\delta h(s, t) \delta h(y, t')} \Big|_{\mathbf{h}=0}. \quad (28)$$

## II.2 Semiclassical limit of the field theory

We now infer the functional form of the interaction kernel for enzyme binding from the semiclassical solution of the field theory. To this end, we consider a general class of non-local kernels of the form  $J_{i,i+l} = 1/l^\lambda$ . Analogous calculations can be performed for local or exponentially decaying kernels. As a first step, we rewrite the Hamiltonian (26) in the continuum limit. We first make use of Riemann integration, such that the spatial sum  $\sum_i \Delta s$  is replaced by  $\int ds$ . The generator  $H$  in Eq. (26) becomes

$$\begin{aligned} H[\hat{\phi}, \phi] = & J(1 - \hat{\phi}(s)) e^{-\phi \hat{\phi}} \left[ \int_0^{N-s} dy \frac{\hat{\phi}(s+y) \phi(s+y)}{y^\lambda} e^{-\int_0^y dz \hat{\phi}(s+z) \phi(s+z)} \right. \\ & \left. + \int_0^s dy \frac{\hat{\phi}(s-y) \phi(s-y)}{y^\lambda} e^{-\int_0^y dz \hat{\phi}(s-z) \phi(s-z)} \right], \end{aligned} \quad (29)$$

where we have specified the binding kernel for a generic long-range process as  $J_{i,i\pm}(l) = \frac{J}{l^\lambda}$  and assumed uniform binding rates throughout the genome. Expanding the exponential terms to first order, and retaining terms up to second order in  $\frac{\hat{\phi}(s\pm y) \phi(s\pm y)}{y^\lambda}$ , while extending the integration limits to infinity,

yields

$$H[\hat{\phi}, \phi] = J \Gamma(1 - \lambda)(1 - \hat{\phi})e^{-\phi\hat{\phi}} \left[ 2(\hat{\phi}\phi)^\lambda + (\hat{\phi}\phi)^{\lambda-3}(2 - 3\lambda + \lambda^2) \frac{\partial^2(\phi\hat{\phi})}{\partial s^2} \right]. \quad (30)$$

Path integral over the action is dominated by the minimum of the action. We therefore employ a saddle-point approximation and minimize the action,  $\frac{\delta S}{\delta \hat{\phi}(x)}|_{\hat{\phi}(x)=1} = 0$ , enforcing probability conservation by setting  $\hat{\phi}(x) = 1$  [5]. This yields a partial differential equation that governs the time evolution of the DNMT3 binding field  $\phi(s, t)$ ,

$$\frac{\partial \phi(s)}{\partial \tilde{t}} = \phi(s)^\lambda + D \phi(s)^{\lambda-3} \partial_s^2 \phi(s) + \eta(s, t), \quad (31)$$

where  $\tilde{t} = 2Jt\Gamma(1 - \lambda)$  and  $D = \frac{(2-3\lambda+\lambda^2)}{2} > 0$ .

In the hard-boson path-integral representation used here, Eq. (29), the exponential term  $\exp\left[-\int_0^y dz \hat{\phi}(s+z)\phi(s+z)\right]$  can be approximated, for slowly varying fields, by  $e^{-y\langle\hat{\phi}(s)\phi(s)\rangle}$ , where  $\langle\hat{\phi}(s)\phi(s)\rangle$  denotes the average product of the fields. This approximation introduce an effective exponential cutoff in the interaction range, such that correlations decay beyond a characteristic length scale  $\sim y^{-\lambda}$ . The interpretation of the exponential term as a screening term, justifies the expansion used above and the extension of the integration limit.

### II.3 Inference of the interaction kernel

To infer the interaction kernel  $J_{i,i+l}$ , we compute first- and higher-order moments of the local methylation density  $m(s, t)$ , which, in the semiclassical

limit, follows from  $\partial_t m(s, t) = k \phi(s, t)$ . Once we compute these moments for a general class of interaction kernels, we can match the resulting theoretical predictions with experimental data to infer the functional form of interaction kernel between enzyme binding events. Here, we focus on the time evolution of the first moment of the global DNA methylation level,  $m(t) = \frac{1}{N} \sum_{s=1}^N m(s, t)$ . Predictions for higher order moments will be used later to validate our results. An equally feasible approach would be to infer the interaction kernel directly from higher moments, such as the correlation functions in Eq. (80), and to use predictions for the time evolution of the first moment to verify the inference. To begin, we sum Eq. (31) over all sites to obtain a differential equation for  $\phi(t) = \frac{1}{N} \sum_{s=1}^N \phi(s, t)$ , which is solved by,

$$\phi(t) = t^{1/(1-\lambda)}. \quad (32)$$

Taken together, the average level of DNA methylation increases according to,

$$m(t) = m(t=0) + k \frac{1-\lambda}{2-\lambda} t^{1+1/(1-\lambda)}. \quad (33)$$

Therefore, to match the experimentally observed exponent of 5/2, we find that  $\lambda = 1/3$ , and the inferred interaction kernel is,

$$J_{i,i+l} = \frac{1}{l^{1/3}}. \quad (34)$$

This means that the total binding rate at position  $i$  is given by  $1/l_L^{1/3} + 1/l_R^{1/3}$ , where  $l_L$  and  $l_R$  denote the distances to the left and right nearest bound enzymes, respectively. The total binding rate in a region of size  $l$  is then

given by the sum,

$$\sum_{s=1}^{l-1} \left[ \frac{1}{s^{1/3}} + \frac{1}{(l-s)^{1/3}} \right], \quad (35)$$

which scales with the size of the genomic regions as  $l^{2/3}$ .

## II.4 Irrelevance of processive DNA methylation on large spatial scales

In this section, we explain the origin of scaling as shown in Fig. 1D of the main text. To this end, we show that on large spatial scales kinetic details do not influence the statistical properties of our model. We here derive a renormalization argument for the case of enzyme processivity. Analogous arguments hold for other processes. As shown in Ref. [7], in a simpler version of our model, there exists a continuous phase transition to an absorbing state for vanishing values of the enzyme unbinding rate,  $u$ , and for  $\lambda > 1$ . In our case, where  $\lambda = 1/3$ , classical renormalisation group arguments cannot be applied. We can, however, still investigate fluctuations around a steady-state solution defined by a balance between binding and unbinding events, a mathematical assumption required to avoid a trivial configuration in which all sites are occupied. A term describing the unbinding of enzymes is of the form  $H_u = u \sum_{i=1}^N (1 - a_i) \hat{\delta}_{D_i,1}$ , which results in a term inside the action,  $u \phi(\hat{\phi} - 1) e^{-\hat{\phi}\phi}$ . From Eq. (30), dimensional analysis in momentum  $[k]$  and time  $[\tau]$  yields,

$$[\hat{\phi}] = [k]^0 [\tau]^0, \quad [\phi] = [k]^d [\tau]^0, \quad [S] = [k]^0 [\tau]^0, \quad [u] = [k]^0 [\tau]^{-1}. \quad (36)$$

Note that we choose  $\hat{\phi}$  to be dimensionless. Moreover, the term accounting for exclusion,  $e^{-\phi\hat{\phi}}$ , whose exponent must be dimensionless, has been implicitly written as  $e^{-v\phi\hat{\phi}}$  following [8], where  $v = [k]^{-1}$  is the discretization of the lattice.

In spatial dimension  $d$ , we obtain from Eq. (30) a system of scaling relations,

$$[k]^{d(\lambda-3)}[k]^2[J][\tau] = [k]^0[\tau]^0, \quad [k]^{-d}[k]^{d\lambda}[J][\tau] = [k]^0[\tau]^0, \quad (37)$$

with solutions,

$$[J] = [\tau]^{-1}[k]^{-d(\lambda-3)+2}, \quad [J] = [\tau]^{-1}[k]^{d(1-\lambda)}, \quad (38)$$

which are self-consistent only for  $d = 1$ , yielding  $[J] = [k]^{1-\lambda}[\tau]^{-1}$ . This scaling arises because the diffusion constant is not an independent parameter, but depends on the local binding rate. We now show that the processivity of DNMT3 enzymes becomes irrelevant under renormalisation. The term representing processivity in the action has the form  $D_0 \hat{\phi} \partial_s^2 \phi$ , with scaling dimensions  $[D_0] = [k]^{-2}[\tau]^{-1}$ . This term must be compared with the effective diffusion term characterized by  $[J] = [k]^{1-\lambda}[\tau]^{-1}$ . Processivity is therefore irrelevant for  $\lambda < 3$ , which is satisfied in our case.

Although this argument is strictly valid in regimes where the binding and unbinding of DNMT3 enzymes are approximately balanced, we do not expect processivity to play a dominant role in determining the scaling behavior.

### III From sequence space to physical space

Having defined the kinetics of *de novo* methylation in the one-dimensional sequence space, in this section, we derive an effective theory for the collective dynamics in the three-dimensional space. As in our theory, DNA methylation events do not introduce additional spatial correlations (Section I), in this section we will use the terms DNMT3 binding profile and DNA methylation profile interchangeably.

#### III.1 Derivation of the field theory in physical space

Before presenting a rigorous derivation of the effective time evolution in physical space, we first give a heuristic explanation for the structure of the resulting partial differential equation.

##### III.1.1 A heuristic motivation

Starting from the Langevin equation (31) in the low-noise limit, we make an ansatz to study the flux of methylated CpGs in physical space, with coordinate  $x$ . To begin, we rewrite (31) in terms of a field  $h(x, t)$  defined as the perturbation around a global homogeneous average  $\phi_0(t)$ ,  $\phi(x, t) = \phi_0(t) + h(x, t)$ , such that, to second order in  $h(x, t)$ , the corresponding Langevin equation is simplified to,

$$\frac{\partial h(x, t)}{\partial t} = b h(x, t) + c^- h(x, t)^2 + D_0 \partial_x^2 h(x, t) + D_1^- h(x, t) \partial_x^2 h(x, t). \quad (39)$$

Here  $b$ ,  $c^-$ ,  $D_0$ , and  $D_1^-$  are constants from the Taylor expansion of Eq. (31), with  $b = \lambda \phi_0^{\lambda-1}$ ,  $c^- = \frac{\lambda(\lambda-1)}{2} \phi_0^{\lambda-2}$ ,  $D_0 = D \phi_0^{\lambda-3}$ , and  $D_1^- = D(\lambda-3) \phi_0^{\lambda-4}$ .

In physical space, changes in DNA topology due to *de novo* methylation kinetics lead to an additional flux term  $J$  that must conserve the total DNA methylation,

$$\frac{\partial h}{\partial t} = b h(x, t) + c^- h(x, t)^2 + D_0 \partial_x^2 h(x, t) + D_1^- h(x, t) \partial_x^2 h(x, t) - \partial_x J. \quad (40)$$

This flux can only depend on powers of  $h(x, t)$  and its spatial derivatives. Purely algebraic terms in  $h(x, t)$  would correspond to active transport of methylated sites in the nucleus, which we neglect. To lowest order, the flux therefore takes the form,

$$J = D_c \partial_x h(x, t) + \xi(x, t), \quad (41)$$

where  $\xi$  is Gaussian white noise with  $\langle \xi \rangle = 0$  and correlation  $\langle \xi(x, t) \xi(x', t') \rangle = 2\Gamma \delta(t - t') \delta(x - x')$ . Taken together, we find,

$$\frac{\partial h}{\partial t} = b h(x, t) + c^- h(x, t)^2 + (D_0 - D_c) \partial_x^2 h(x, t) + D_1^- h(x, t) \partial_x^2 h(x, t) - \partial_x \xi(x, t). \quad (42)$$

Therefore, according to this heuristic argument, the dynamics in physical space is described by the Edwards–Wilkinson (EW) equation with additional nonlinear terms, which are irrelevant under renormalisation. In the following, we will derive rigorously the flux terms and the noise correlations.

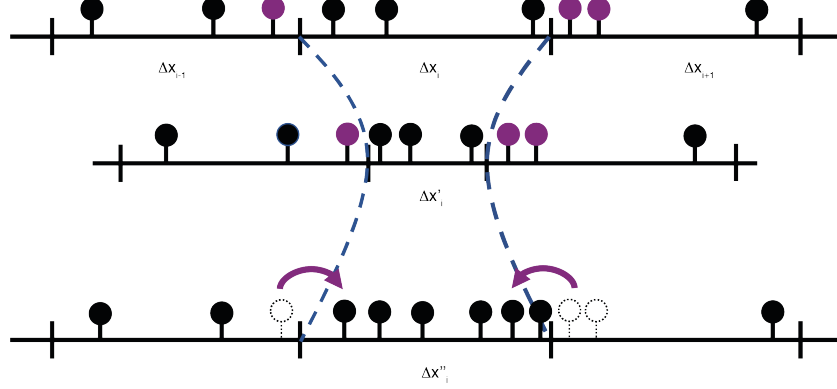

Figure S8: Geometrical renormalization group scheme for DNA compaction after methylation of CpG sites (purple circles). The method consists of two steps: first, after a methylation event the chromatin gets contracted (blue dashed line). We then renormalise space such that the total length of the system remain invariant (blue dashed line). With this procedure methylated sites of neighboring domains (purple circles) effectively lead to a flux into the contracted domain in physical space (purple arrows).

### III.1.2 Rigorous derivation of the dynamics in physical space

To systematically derive the dynamics in physical space from the inferred kinetics in sequence space, we start from the partial differential equation describing the spatio-temporal dynamics in sequence space in the semiclassical limit, Eq. (31). To begin, we determine how small length elements in physical space (i.e., a projected one-dimensional space) evolve in time for a given position in sequence space. Based on this, we calculate the effective local fluxes in DNA methylation density in physical space and employ a geometric real-space renormalisation scheme to absorb directed, non-local fluxes. Specifically, we seek to define a function  $g_i$  that describes the evolution of length elements in a properly defined physical space with respect to changes

in DNA methylation density,

$$\delta\Delta x_i = \Delta x_i - g_i(\Delta x_i), \quad (43)$$

with initial condition  $\Delta x^0 = \Delta s$ . Here,  $\Delta s$  and  $\Delta x$  denote length elements in sequence and physical space, respectively. Let  $\Delta\xi_i$  be the length of a discrete element in physical space. A DNA methylation event (coarse-grained) causes a local compaction of the DNA. A length element after a binding event is contracted by,

$$\Delta\xi'_i = \Delta\xi_i^{1/3}. \quad (44)$$

In the absence of demethylation, continuous *de novo* methylation will therefore continuously compact the DNA locally, so that the total length of the DNA in physical space,  $\Lambda = \sum_i \Delta\xi_i$ , decreases over time. This induces a flux with a velocity that locally depends on the entire concentration field to the left and right of a given position. To avoid such non-local complications, we define a dynamical and geometrical real-space renormalisation scheme with renormalised length elements  $\Delta x_i$  such that the total length of the DNA,  $L = \sum_i \Delta x_i$ , remains constant in time. To achieve this, for a given *de novo* methylation event,  $\Delta x_i$  is first contracted according to  $\Delta x'_i = \Delta x_i^{1/3}$  and then rescaled by  $\Delta x''_i = b \Delta x'_i$ , with a rescaling factor  $b > 1$  given by,

$$b = \frac{\Delta x_i + \Delta x_{i+1} + \Delta x_{i-1}}{\Delta x'_i + \Delta x'_{i+1} + \Delta x'_{i-1}}. \quad (45)$$

After renormalising back so that the total length is unchanged, we find that there is an effective flux of methylated sites which arises (Fig. S8) in the

vicinity of the contracted domain. We then obtain an update scheme for the concentration  $\rho_i$  of methylated sites at position  $i$ , during each DNA methylation event. Specifically, the updated concentration at a given position,  $\rho'_i$ , is given by contributions from the original concentrations and symmetric fluxes from the adjacent left and right length elements,

$$\rho''_i = \rho_i + (\rho_{i+1} + \rho_{i-1}) \frac{\Delta x - b\Delta x^{1/3}}{2\Delta x}. \quad (46)$$

We now consider the joint probability  $P(\boldsymbol{\rho}, t)$  of finding a given concentration profile  $\boldsymbol{\rho}$  at time  $t$ . On time scales much larger than those associated with microscopic DNA methylation and compaction events, we define the rate of *de novo* methylation in a given length element  $i$  as  $W(\rho_i) = \rho_i^\lambda$  with  $\lambda = 1/3$ . In this limit, the time evolution of  $P(\boldsymbol{\rho}, t)$  is governed by a master equation for the redistribution of DNA methylation marks in physical space,

$$\begin{aligned} \partial_t P(\boldsymbol{\rho}, t) = & \sum_i \left[ W(\rho_i - r\rho_{i-1}) P(\rho_i - r\rho_{i-1}, \rho_{i-1} + r\rho_{i-1}, \boldsymbol{\rho}, t) \right] \\ & + \sum_i \left[ W(\rho_i - r\rho_{i+1}) P(\rho_i - r\rho_{i+1}, \rho_{i+1} + r\rho_{i+1}, \boldsymbol{\rho}, t) \right] \quad (47) \\ & - 2 \sum_i W(\rho_i) P(\boldsymbol{\rho}, t), \end{aligned}$$

where  $r = (\Delta x - b\Delta x^{1/3})/(2\Delta x)$  is a dimensionless parameter that describes the effective flux of DNA methylation in physical space as a result of a methylation event. Here,  $P(\boldsymbol{\rho}, t)$  is the probability of a given density profile at time  $t$ , and we use the notation in which, e.g.,  $P(\rho_{i+1} - 1, \boldsymbol{\rho}, t)$  denotes the probability of profile  $\boldsymbol{\rho}$  under the condition that at position  $i + 1$  the density

equals  $\rho_{i+1} - 1$ . The term  $W(\rho_i)$  accounts for the DNA methylation rate,  $W(\rho_i) = \rho_i^\lambda$ . This master equation can be rewritten in terms of lowering and raising operators as,

$$\partial_t P(\boldsymbol{\rho}, t) = \sum_i \left[ L_i^{-r\rho_{i-1}} L_{i-1}^{r\rho_{i-1}} + L_i^{-r\rho_{i+1}} L_{i+1}^{r\rho_{i+1}} - 2 \right] W(\rho_i) P(\boldsymbol{\rho}, t), \quad (48)$$

where the operators  $L^{\pm\rho_i}$  act on functions to their right as  $L^{\pm\rho_i} f(m_i) = f(m_i \pm \rho_i)$ . The operator  $L^{-\rho_i}$  can be written as  $L_i^{-r\rho_{i-1}} = e^{-r\rho_{i-1}\partial_{\rho_i}}$  and expanded as  $L_i^{-r\rho_{i-1}} = 1 - r\rho_{i-1}\partial_{\rho_i} + \mathcal{O}(r^2)$ .

We now proceed with a linear-noise approximation of the master equation by splitting the observable  $\rho_i$  into deterministic and stochastic components,

$$\rho_i = N \phi_i + \sqrt{N} \eta_i. \quad (49)$$

Here,  $N$  is the system size. In this form, the operators become  $L_i^{-r\rho_{i-1}} = 1 - rN^{-1/2}\rho_{i-1}\partial_{\eta_i} + \mathcal{O}(N^{-1})$ . The terms on the right-hand side of the master equation are, to lowest order in  $N$  ( $\mathcal{O}(1/\sqrt{N})$ ),

$$\sum_i r \left[ \phi_{i-1}(-\partial_{\eta_i} + \partial_{\eta_{i-1}}) + \phi_{i+1}(-\partial_{\eta_i} + \partial_{\eta_{i+1}}) \right] W(\phi) \Pi(\eta). \quad (50)$$

As fluctuations in  $\rho$  are given by fluctuations in  $\eta$ , we have  $dP(\rho) = d\Pi(\eta)$ , i.e., the probability distribution of the entire process is determined solely by its stochastic part. We now take a continuum approximation such that  $\partial_{\eta_{i\pm 1}} \approx \partial_{\eta(x)} \pm a_0 \partial_x \partial_{\eta(x)}$ , and likewise for  $\phi_{i\pm 1}$ , where  $a_0$  is the lattice spacing.

After these steps, we obtain for the right-hand side of the master equation,

$$\int dx \, r \, a_0^3 \, \partial_x \phi(x, t) \, \partial_x \left[ W(\phi(x)) \frac{\delta \Pi(\eta)}{\delta \eta} \right]. \quad (51)$$

Applying the same steps to the left-hand side of the master equation we obtain to the same order in  $N$ ,

$$\partial_t P(\rho, t) = \partial_t \Pi - \sqrt{N} \, a_0 \int dx \, \frac{d\phi(x, t)}{dt} \frac{\delta \Pi}{\delta \eta}. \quad (52)$$

Integrating by parts on the right-hand side and matching equal orders on both sides of the expanded master equation, we arrive at a partial differential equation describing the time evolution of the density field  $\phi(x, t)$ ,

$$\partial_t \phi(x, t) = -r \, a_0^2 \, W(\phi(x, t)) \, \partial_x^2 \phi(x, t). \quad (53)$$

Equation (53) describes the flux of DNA methylation density in physical space that is the result of local, methylation-dependent DNA compaction. In general, the procedure described above modifies the functional form of long-range interactions once projected to physical space. However, at the mean-field level, such interactions yield a local term and a diffusion term with potentially different nonlinear dependencies on  $\phi(x, t)$ . Following the sequence-space calculation in Section I, the exponents controlling these nonlinearities are not independent. Because the first moment (a genome-scale average) must coincide in sequence and physical space, the local term, and hence the diffusive term, must have the same functional form in both spaces. Therefore, in physical space, the time evolution of  $\phi(x, t)$  is given by the com-

bination of the terms present in sequence space and the additional term (53) describing topology-induced flux. Substituting  $W(\phi(x)) = \phi(x)^\lambda$ , we obtain the partial differential equation for  $\phi(x, t)$  in the renormalised physical space,

$$\partial_t \phi(x, t) = \phi(x, t)^\lambda + \phi(x, t)^{\lambda-3} \partial_x^2 \phi(x, t) - r \phi(x, t)^\lambda \partial_x^2 \phi(x, t). \quad (54)$$

Including the next order in the system size expansion yields a noise term which, due to methylation conservation in the renormalisation procedure, is entirely conservative,

$$\begin{aligned} \partial_t \phi(x, t) = & \phi(x, t)^\lambda + \phi(x, t)^{\lambda-3} \partial_x^2 \phi(x, t) - r \phi(x, t)^\lambda \partial_x^2 \phi(x, t) \\ & + \eta(x, t) + \partial_x [g(\phi(x, t)) \xi(x, t)] + \dots \end{aligned} \quad (55)$$

The noise terms have correlations  $\langle \xi(x, t) \xi(x', t') \rangle = 2\Gamma_C \delta(t-t') \delta(x-x')$  and  $\langle \eta(x, t) \eta(x', t') \rangle = 2\Gamma_{NC} f(\phi(x, t)) \delta(t-t') \delta(x-x')$ , where the latter arises from terms proportional to  $\hat{\phi}(x, t)^2$  in the field-theoretical description (29) [5]. As we focus on perturbations around dynamical homogeneous solutions, the specific dependencies in  $g(\phi)$  and  $f(\phi)$  are not required in the remainder of our analysis. The partial differential equation for  $\phi(x, t)$  is structurally similar to Eq. (31) but contains a new term  $-r \phi(x, t)^\lambda \partial_x^2 \phi(x, t)$ , which is anti-diffusive by counteracting the diffusion term. We expect, that as  $\phi$  increases, this contribution can dominate diffusion and lead to the formation of highly methylated regions in physical space. Although higher-order spatial-derivative terms have not been written explicitly, they must be present. In the next section, we investigate how such terms influence the emergence of

methylation condensates. Taking into account perturbations of the previous equation,  $\phi(x, t) = \phi_0 + h(x, t)$ , we recover the heuristic form derived earlier in Eq. (42).

### III.2 Formation of condensates in physical space

Eq. (55) highlights the emergence of new physical phenomena compared to DNA methylation dynamics in sequence space. In this section, we will systematically investigate whether spatial structures emerge in physical space. To this end, we study when a homogeneous field in physical space becomes linearly unstable upon perturbations, which would imply the emergence of a characteristic length scale resembling DNA methylation condensates. To this end we take into account the next highest order term in  $\phi$ ,  $\epsilon \partial_x^4 \phi$ , which describes restoring forces counteracting DNA compaction at a finite length scale. Condensation occurs if a spatial perturbation,  $\delta\phi$ , of a homogeneous solution,  $\phi_0$ , is unstable. Following standard procedures [9] we linearised Eq. (54) and made a general ansatz for the time evolution of the field  $\phi(x, t)$  upon perturbation with wave vector  $k$ ,

$$\phi(x, t) = \phi_0 + e^{\omega t} e^{ikx} \delta\phi. \quad (56)$$

The homogeneous state is unstable if  $\omega > 0$ . We obtain a dispersion relation that relates the rate of growth of the instability to the wavelength of the perturbation of the form

$$\omega(k) = \lambda \phi_0^{\lambda-1} - (\phi_0^{\lambda-3} - r \phi_0^\lambda) k^2 - \epsilon \phi_0^\lambda k^4, \quad (57)$$

which is depicted in Fig. S1 for a fixed value of  $r$  and varying values of  $\phi_0$ . Clusters of methylated DNA can form if the maximum value of this function is greater than zero for finite values of  $k$ . This latter condition is ensured by the second derivative being negative. We find that the homogeneous state becomes unstable if  $\phi_0 > r^{-\frac{1}{3}}$ . The strongest growing mode at the point of the instability is  $k = \sqrt{r\phi_0^3 - 1} / \left( \sqrt{6\epsilon}\phi_0^{3/2} \right)$ , which gives an indication of the expected typical length scale of the resulting pattern. In summary, we expect an instability to arise in the form of finite size methylation condensates if the average DNA methylation concentration,  $\phi_0$ , exceeds a threshold given by  $r^{-\frac{1}{3}}$ .

### III.3 Order of magnitude estimate of condensate sizes

As the precise values of  $r$  and  $\epsilon$  are unknown, the linear stability analysis cannot be used to identify the length scale of the predicted methylation condensates. To get an order of magnitude estimate of these condensates, we therefore resort to dimensional analysis. There are three length scales involved in the formation of methylation condensates corresponding to the parameters that determine the dispersion relation in the previous section:

1. The typical distance between methylated CpGs,  $l_{5mC}$ . For an average CpG density of roughly 1% and an average DNAm level of 50% we estimate that  $l_{5mC} \approx 500$  bp.
2. The typical length scale over which the DNAm locally affects DNA compaction,  $l_c$ . From the cross-correlation function between DNAm and accessibility, we find  $l_c \approx 1000$  bp, cf. Fig. S3B (Main text). We

expect that this length scale positively affects the size of condensates.

3. A length scale describing the restoring force that counteracts DNA compaction,  $l_r$ . We expect this to be of the same order of magnitude as the persistence length of the DNA,  $l_r \approx 100$  bp, and to negatively affect the size of condensates.

Together, in order to create another length scale reflecting the typical size of condensates from these three length scales, we find  $l \approx l_{5mC} l_c / l_r$  which is approximately equal to  $5000bp$ .

## IV Derivation of the correlation function

In this section, we give details on the calculation of the correlation function. To illustrate the idea behind the renormalisation group procedure, we will first, for didactic reasons, calculate the correlation function of a simplified model in physical space, Eq. (42). In a second step, we will then turn to the non-local dynamics in sequence space. The (connected) correlation function for the enzyme binding profile are defines as,  $\langle \phi(x, t) \phi(x', t) \rangle - \langle \phi(x, t) \rangle \langle \phi(x', t) \rangle$ , and, since the step involving the actual chemical modification of the DNA does not introduce further spatial correlations, it is equal to the correlation function of the DNA methylation profile.

### IV.1 An instructive example in physical space

To compute scaling exponents of the correlation function, we begin by performing renormalization of Eq. (42). The idea of the renormalisation group

in momentum space is as follows: First, we transform the equation to be renormalised to Fourier space,

$$h(k, \omega) = G_0(k, \omega) \left[ \xi(k, \omega) + \int_{\omega'} \int_q W(k, q) h(q, \omega) h(k - q, \omega - \omega') \right], \quad (58)$$

with  $h(\mathbf{k}, \omega) = \int d\mathbf{x} \int dt h(\mathbf{x}, t) e^{i\mathbf{k}\mathbf{x}} e^{i\omega t}$ , vertex  $W(k, q) = D_1^-(k - q)^2$ , propagator  $G_0(k) = (i\omega + \tilde{D}_0 k^2)^{-1}$  and  $\tilde{D}_0 = D_0 - D_c$ . The integral over momenta  $k$  must be taken in  $(0, \Lambda)$  (Brillouine zone), where  $\Lambda$  is the inverse of the lattice spacing (1 base pair). First, we divide the interval  $k \in (0, \Lambda)$  into two different intervals,  $k \in (0, \Lambda e^{-l})$  and  $k \in (\Lambda e^{-l}, \Lambda)$ , with  $l \ll 1$ . The reason for this is that integrals arising from the self-consistency equation (58) are often divergent as  $k \rightarrow 0$  below the critical dimension. In the following, we will discuss Wilson's momentum-shell approach to deal with this problem of infrared divergences. The first step is to integrate out short wavelengths (high momenta) on the momentum shell  $k \in (\Lambda e^{-l}, \Lambda)$ , leaving us with an integral over  $(0, \Lambda e^{-l})$ . In a second step, we rescale momenta by  $k \rightarrow k e^{-l}$  to make length scales comparable, which again implies a corresponding rescaling of other dimensional quantities in order to leave Eq. (42) invariant. Defining  $b = e^l$ , the rescaling step gives

$$t = b^z t', \quad x = b x', \quad \rho = b^x \rho'. \quad (59)$$

In order to perform the integration on the momentum shell we perform standard renormalisation group procedures [10] by perturbatively solving Eq. (58) for  $h(x, t)$  and quantities derived from it, such as the propagator, corre-

lator and vertex. These perturbative solutions can be represented in terms of Feynman diagrams as in Fig. S9. Every vertex represents an integral over momenta, the sum of which must be equal to zero. After evaluating these diagrams we get the following flows for the parameters (other parameters become irrelevant for the exponents under renormalisation, e.g. terms in higher order spatial derivatives),

$$\begin{aligned}\partial_t \tilde{D}_0 &= [z - 2] D_0 \\ \partial_t D_1^- &= [z + \chi - 2] D_1^- \\ \partial_t \Gamma_C &= [z - 2\chi - d - 2] \Gamma_C,\end{aligned}\tag{60}$$

All quantities are computed in the limit of long time scales,  $\omega \rightarrow 0$ , and in the following, we will drop the explicit dependence on  $\omega$ .

In the hydrodynamic limit,  $k \rightarrow 0$  all integrals over the momentum shell are equal to 0 leading to an exact exponent identity in all spatial dimensions. In particular, the correlator,  $C_0(k) = 2\Gamma_c |G_0(k)|^2$ , scales as  $k^2$  due to the conservative nature of the noise. The correlator gets a contribution to the one-loop order of  $k^4$ , as one vertex scales like  $W \sim k^2$  (Fig. S9). The same correction applies to the vertex renormalization. More interestingly, the propagator does not get renormalized, meaning that mean field theory is exact at any dimension [12]. We then have  $z = 2$  and substituting this in the renormalisation flow for the the correlator we obtain  $\chi = -\frac{d}{2}$ . Given that  $\langle \rho(x, t) \rho(x', t) \rangle = |x - x'|^{2\chi} F(x/t^z)$ , we find that the equal time two-point connected correlation function should scale as  $c(x, x') \sim |x - x'|^{-1}$  for  $d = 1$ .

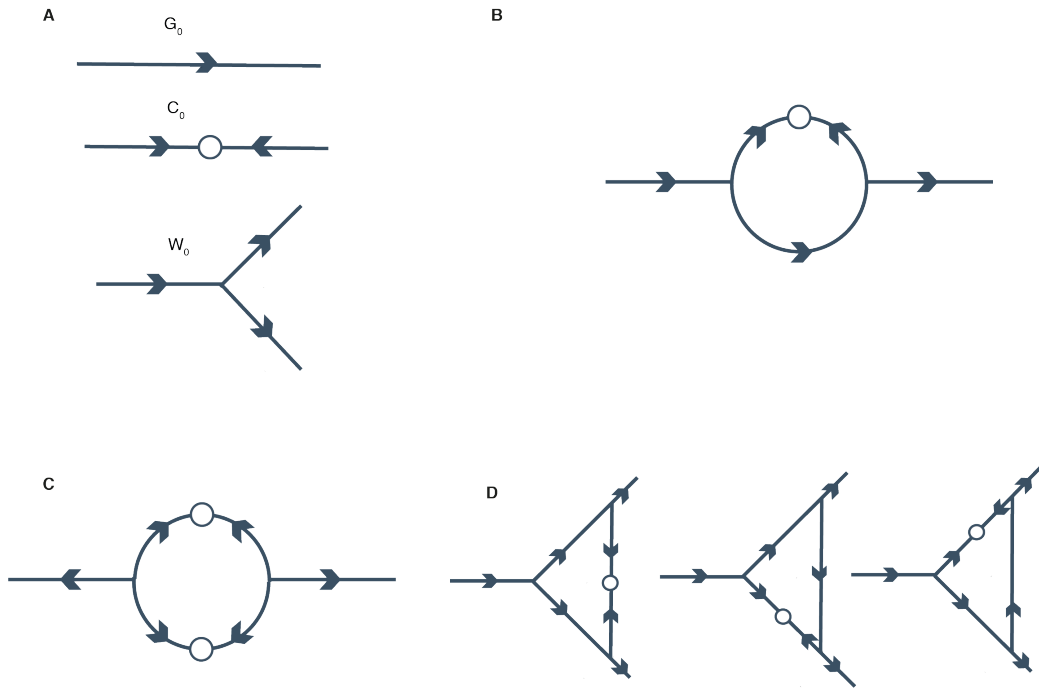

Figure S9: (A) Graphical representation for the bare propagator ( $G_0$ ), correlator ( $C_0$ ) and vertex ( $W_0$ ) which are the basic building blocks for the renormalization group calculations.. (B, C, D): one loop corrections to the propagator, correlator and vertex respectively. The corrections are equivalent to the KPZ equation [11] and are computed as in [1, 10].

## IV.2 Renormalization group analysis of the full non-local kinetics in sequence space

To compute correlation functions and scaling exponents in sequence space we might try to obtain them directly from the field theory. However, such an approach is not feasible and gives exponents that are not in agreement with our numerical simulations (calculations not shown here). The reasons for this are two-fold: First, the field theory is not massless and can be massless only without *de novo* DNA methylation. A theory where the mass term is always non zero is not scale invariant and so we will not be able to find critical exponents as observed experimentally and in the simulation. In order to overcome this problem we may try to do a change of variables in the action Eq.(29), making a Hopf-Cole transformation around a dynamical mean field solution, such that in that reference frame the theory is massless. Even though the theory will be renormalizable, the exponent does not match our stochastic simulations (calculation not shown here). One reason for the failure of such an approach is that we would need to consider perturbations of any order in the field theory and a one-loop calculation will not be sufficient. The second and main reason of the failure is that, after expanding around a base state integrals of the form (29) cannot be approximated without losing the length scale,  $1/\langle\phi\rangle$ , associated with the effective cutoff of interactions. The key insight to calculate the correlation function is that Eq. (29) gives rise to two spatial regimes in sequence space: for short distances interactions are long-range following a power law decay with exponent  $1/3$  while for distances much larger than  $1/\langle\phi\rangle$  interactions decay exponentially and are effectively

local. In the following, we will therefore derive the correlation function separately for these two regimes using renormalisation group methods, and we will confirm these results with numerical simulations.

#### IV.2.1 Short distance regime

The following calculations can be found in [1], here we give the connection between the theory and the physics of DNA methylation in sequence and physical space. We start by noticing that the local non-linearities are irrelevant under renormalization for conservative noise in the action (26). Importantly, conservative noise is present not only in physical space, but also in sequence space. This is due to the fact that noise can generally be derived from the field theory (29) by identifying terms that are proportional to  $\hat{\phi}^2$ . In the expansion of the action these terms are both non-conservative, i.e. proportional to  $\hat{\phi}^2$  and conservative, i.e. proportional to  $\hat{\phi}^2 \partial_s^2 \phi$ . In order to develop a method capable to describe the short-distance regime we consider the action (29) and, after taking the semiclassical approximation, we expand it to first order in  $\phi$ , and  $\partial_s$ ,

$$\partial_t \phi(s, t) = \int_0^s dy \phi(y) |s-y|^{-\lambda} e^{-\int_{z=0}^{s-y} dz \phi(z)} + \int_0^s dy \partial_y \phi(y) |s-y|^{1-\lambda} e^{-\int_{z=0}^{s-y} dz \phi(z)}, \quad (61)$$

where  $s$  is the position in sequence space. For the sake of brevity, we omitted the noise terms and integrals of the same form describing interactions with the right nearest bound site. The interaction kernel Eq. (29) has the form  $|s-y|^{-\lambda} e^{-\int_{z=0}^{s-y} dz \phi(z)}$ , with  $\lambda = 1/3$  in the case of *de novo* DNA methylation. By considering a perturbation  $h(s, t)$  around the mean field solution,  $\phi_0(t)$ ,

i.e.  $\phi(s, t) = \phi_0(t) + h(s, t)$ , Eq. (61) can be expressed to first order as

$$\begin{aligned} \partial_t \phi_0(t) + \partial_t h(s, t) = & e^{-\phi_0(t)} \int_0^s dy \phi_0(t) |s - y|^{-\lambda} \left[ 1 - \int_{z=0}^{s-y} dz h(z) \right] + \\ & e^{-\phi_0(t)} \int_0^s dy h(y) |s - y|^{-\lambda} \left[ 1 - \int_{z=0}^{s-y} dz h(z) \right] + \text{h.o.} \end{aligned} \quad (62)$$

The first two terms on the right hand side cancel with the first one on the left hand side, which is the dynamical mean field solution. Together, we find

$$\partial_t h(s, t) = e^{-\phi_0(t)} \int_0^s dy h(y) |s - y|^{-\lambda} \left[ 1 - \int_{z=0}^{s-y} dz h(z) \right] + \text{h.o.} \quad (63)$$

After a change of variables,  $w = z + y$ , we obtain

$$\begin{aligned} \partial_t h(s, t) = & e^{-\phi_0(t)} \int_0^s dy h(y) |s - y|^{-\lambda} \\ & - e^{-\phi_0(t)} \int_0^s dy \int_y^s dw h(y) |s - y|^{-\lambda} h(w - y) + \xi(s, t). \end{aligned} \quad (64)$$

In this expression we recognize the convolution of a fractional integral of a function and the function itself. As discussed in the beginning of this section, the noise,  $\xi(s, t)$ , for the perturbation  $h(s, t)$  has the same form that we derived in the previous section. Specifically, the equation contains both conservative and non conservative terms,  $\langle \xi(s, t) \xi(s', t') \rangle = \delta(t - t') (2\Gamma_{NC} - 2\Gamma_C \partial_s^2) \delta(s - s')$ .  $\Gamma_C$  and  $\Gamma_{NC}$  are the noise strengths for conservative and non conservative noise, respectively. As a side remark, while in the case of only conservative noise the non-local and non-linear term becomes relevant under renormalisation below a critical dimension  $d_c = 2(2 - \lambda)$ . If we consider

only the non conservative noise term, the critical dimension of the system is  $d_c = 2(3 - \lambda)$ . The non linear term is a fractional integral which general form is,

$$I^\alpha f = \frac{1}{\Gamma(\alpha)} \int (x - y)^{\alpha-1} f(y) \quad (65)$$

where  $\Gamma(\alpha)$  is the gamma function. Upon identifying  $\alpha - 1 = -\lambda$  in Fourier space the value of this integral scales as  $q^{\lambda-1}$ .

In order to regularise the theory we introduce an auxiliary process. The lowest order spatial derivative consistent with the symmetries of the theory is  $\partial_s^2 \phi$ . Taken together, taking into account interactions with the right nearest bound site we obtain in Fourier space

$$\partial_t h(q, t) = (e^{-\phi_0(t)} q^{\lambda-1} - q^2) h(q, t) - q^{\lambda-1} e^{-\phi_0(t)} h(q, t)^2 + \xi(q, t). \quad (66)$$

From the dynamical mean field solution of the first moment, Eq. (32), we know that  $e^{-\phi_0(t)} = e^{[-t^{1/(1-\lambda)}]}$ . In the frequency domain, we then obtain for small times,  $t \rightarrow 0$  or  $\omega \rightarrow \infty$ ,

$$i\omega h(q, \omega) = (q^{\lambda-1} - q^2) h(q, \omega) - q^{\lambda-1} h(q, \omega)^2 + \xi(q, \omega). \quad (67)$$

As a side remark, the inverse free propagator is  $G_0^{-1} = i\omega + q^2 - q^{\lambda-1}$ , which is defined based on the linear part of Eq. (67),

$$(i\omega + q^2 - q^{\lambda-1}) h(q, \omega) = \xi(q, \omega). \quad (68)$$

and the correlator reads

$$C_0 = (2\Gamma_{NC} + 2\Gamma_C q^2) |G_0|^2. \quad (69)$$

Continuing with our analysis, the general solution of Eq. (67) obtains the form

$$h(q, \omega) = \frac{q^{1-\lambda}}{2J} \left( -q^2 + q^{1-\lambda} + \sqrt{4q^{1-\lambda}\xi + (q^2 - q^{1-\lambda}) + i\omega} - i\omega \right). \quad (70)$$

In Fourier space, the two-point correlation functions are defined as  $\langle h(q, \omega) h(q', \omega') \rangle$ .

In the short time and large wavelength limit we keep the lowest order in  $q$ .

Back Fourier transforming to real space and setting  $t = t'$  we find that

$$\langle h(s, t) h(s', t) \rangle = \left[ 2 \left( |s - s'|^2 \Gamma_C + \Gamma_{NC} \lambda (1 + \lambda) \right) |s - s'|^{-2-\lambda} \cos(\pi\lambda) / 2\Gamma(\lambda) \right], \quad (71)$$

where  $\Gamma(\lambda)$  is the gamma function. We therefore obtain for the scaling of the correlation function  $\langle h(s, t) h(s', t) \rangle \sim |s - s'|^{-\lambda}$  with  $\lambda = 1/3$  in the case of de novo DNA methylation.

We expect that higher order corrections to this result will depend on the parameters of the model, in particular on average enzyme occupancy,  $\phi_0$ . In order to understand this point, we may reason that the previous derivation is exact at low values of the average occupancy,  $\phi_0$ , whilst for larger values of  $\phi_0$  we expect higher order corrections to become relevant. As explained above, in the context of spatial correlations, we use the terms enzyme occupancy and DNA methylation synonymously.

To understand such higher order corrections it is convenient to temporar-

ily consider the correlation function in non-renormalised physical space, and then transform back to sequence space. We begin by noting that in sequence space the correlation function decays as  $|s - s'|^{-1/3}$  for vanishing values of average form, local DNA methylation. In non-renormalised physical space for vanishing average DNA methylation the correlation function must scale in the same way as in sequence space, i.e.  $\sim |\xi - \xi'|^{-1/3}$ . We now consider the effect of  $n$  DNA methylation events. According to Eq. (44), this leads to a contraction  $\Delta\xi' = \Delta\xi^{-(1/3)^n}$ . Going back to sequence space, where the length elements scale as  $\Delta s \sim \Delta\xi^3$ , we obtain that the correlation function decays as  $|s - s'|^{-(1/3)^{n+1}}$ .  $n$  is a monotonically increasing function of the local average DNA methylation level and vanishes for  $\phi_0 \rightarrow 0$ . Expanding to first order, we obtain approximately  $n \approx \alpha\phi_0 + \dots$  where  $\alpha$  is a parameter that we determined to be approximately equal to 1 numerically. Correlation functions then scale as  $\langle h(s, t)h(s', t) \rangle \sim |s - s'|^{-(1/3)^{1+\phi_0}}$ .

From the bare propagator and correlator in Eq (69) we find that in the short wavelength regime diffusion takes over and in case of conservative noise we expect correlation functions to be described by other exponents. By dimensional argument as in the previous section it is possible to realize that there is another value for the critical exponent,  $\chi = -(1 + d + \lambda)/3$ , which follows from taking into account higher order non linearities and it will be the correct exponent for the long tail of the correlation functions. In the following, we are going to prove this simple scaling argument with renormalization group methods.

### IV.2.2 Long distance regime

In order to calculate the exponents for the long distance regime we begin with Eq. (61) which, as above, is regularised by including the lowest order spatial derivative that is agreement with the model symmetries. After linearisation,

$$\begin{aligned} \partial_t h(s) = & \partial_s^2 h(s) + \int_0^s dy h(y) |s-y|^{-\lambda} + \\ & - \int_0^s dy h(y) |s-y|^{1-\lambda} \left[ h(s) - (s-y) \frac{1}{2} \partial_s h(s) \right] + \xi(s, t). \end{aligned} \quad (72)$$

where we used  $\int_a^b ds f(s) \approx (b-a)(f(a) + f(b))/2$ .

Before proceeding with renormalisation, we have to take into account other possible non-linearities. We started by considering the linear order in  $\phi$  and we obtained an equation (Eq. (72)) involving quadratic terms,  $\phi^2$ , due to the expansion of the integral. We must therefore come back to the field theory Eq. (29) and keep quadratic terms as well. The only quadratic term in the field theory is

$$\left(1 - \hat{\phi}(s)\right) \left(-\phi(s)\hat{\phi}(s)\right) \left[ \int_0^s dy \frac{\hat{\phi}(s-y)\phi(s-y)}{y^\lambda} e^{-\int_{z=0}^y dz \hat{\phi}(s-z)\phi(s-z)} \right]. \quad (73)$$

After functional minimization, it has an opposite sign, such that both terms cancel out. This is not surprising because the symmetry of the system would not allow a term that breaks space reversal symmetry  $s \rightarrow -s$ . Together, we find

$$\partial_t h(s) = \partial_s^2 h(s) + \int_0^s dy h(y) |s-y|^{-\lambda} + \frac{1}{2} \int_0^s dy h(y) |s-y|^{2-\lambda} \partial_s h(s) + \xi(s, t). \quad (74)$$

Considering interactions between right and left nearest neighbour, the advective terms cancel out. Including the next highest order terms we obtain,

$$\partial_t h(s) = \partial_s^2 h(s) + \int_0^x dy h(y) |s - y|^{-\lambda} + \frac{1}{2} \partial_s^2 h(s) \int_0^s dy h(y) |s - y|^{2-\lambda} + \xi(s). \quad (75)$$

The previous calculation can be generalized to any spatial dimension, extending the previous equation with a spatial coordinate in vectorial form,  $\mathbf{s}$ . In Fourier space the previous equation is written in a more compact form useful for renormalisation group calculations,

$$G_0(\mathbf{q})^{-1} h(\mathbf{q}, \omega) = \xi(\mathbf{q}, \omega) - \nu \int_{\mathbf{k}} W(\mathbf{q}, \mathbf{k}) h(\mathbf{q}, \omega) h(\mathbf{k} - \mathbf{q}, \omega), \quad (76)$$

where  $h(\mathbf{q}, \omega) = \int d\mathbf{s} \int dt h(\mathbf{s}, t) e^{i\mathbf{q}\cdot\mathbf{s}} e^{i\omega t}$ ,  $G_0^{-1} = (i\omega + D_0 \mathbf{q}^2 + J|\mathbf{q}|^{-\lambda})$ . We reintroduced the dimensional parameters from the adimensional Eq. (76) because we are interested in how they scale under renormalization. In Eq. (76) we defined the vertex, which accounts for the non linear part, as

$$W(\mathbf{q}, \mathbf{k}) = \frac{1}{2} \left[ \frac{\mathbf{q}(\mathbf{k} - \mathbf{q})}{|\mathbf{k} - \mathbf{q}|^{3-\lambda}} + \frac{(\mathbf{k} - \mathbf{q})\mathbf{q}}{|\mathbf{q}|^{3-\lambda}} \right]. \quad (77)$$

In the limit  $\mathbf{k} \rightarrow 0$  (hydrodynamic limit) it scales as  $\mathbf{k}$ , which implies non renormalization of the vertex function. The renormalization group (RG) flow

follows,

$$\begin{aligned}
\partial_l D_0 &= [z - 2 + A_{D_0}] D_0, \\
\partial_l \nu &= [z + \chi - 2 + (3 - \lambda)] \nu, \\
\partial_l \Gamma_C &= [z - 2\chi - d - 2 + A_{\Gamma_C}] \Gamma_C, \\
\partial_l \Gamma_{NC} &= [z - 2\chi - d + A_{\Gamma_{NC}}] \Gamma_{NC}.
\end{aligned} \tag{78}$$

### IV.3 One Loop correction

After performing standard renormalization group procedures as outlined in the previous section, with the same diagrams as in Fig. S9, we recover the RG flow for the parameters,

$$\begin{aligned}
\partial_l D_0 &= \left[ z - 2 - \frac{K_d \nu^2}{d D_0^3} [(d - 2) \Gamma_{NC} + (d - 3) \Gamma_C] \right] D_0, \\
\partial_l \nu &= [z + \chi - 2 + (3 - \lambda)] \nu, \\
\partial_l \Gamma_C &= \left[ z - 2\chi - d - 2 - \frac{K_d \nu^2}{2d D_0^3 \Gamma_C} (1 + d)(\Gamma_{NC} + \Gamma_C)^2 \right] \Gamma_C, \\
\partial_l \Gamma_{NC} &= [z - 2\chi - d] \Gamma_{NC},
\end{aligned} \tag{79}$$

where  $K_d = S_d/(2\pi)^d$  and  $S_d$  is the area of a  $d$  dimensional sphere.

From the non renormalization of the non conserved noise and of the couplings we get the exact exponent identities  $\chi = (-1 - d + \lambda)/3$  and  $z = (-2 + d + 2\lambda)/3$ . In  $d = 1$  and for long distances, correlations decay with an exponent  $2\chi = -10/9$ . By performing the same procedure as for the short tail, we can estimate the lowest order correction given by finite values of local average DNA methylation. In this case correlation functions for the long tail would scale as  $|s - s'|^{-(10/9)^{1+\langle m \rangle}}$ .

Taken together, we find that the correlation function in sequence space decays in two algebraic regimes,

$$C(s - s') = \begin{cases} |s - s'|^{-\left(\frac{1}{3}\right)^{1+\langle m \rangle}}, & \text{for } |s - s'| \ll 1/\langle m \rangle, \\ |s - s'|^{-\left(\frac{10}{9}\right)^{1+\langle m \rangle}}, & \text{for } |s - s'| \gg 1/\langle m \rangle. \end{cases} \quad (80)$$

The cross-over between these regimes stems from an effective exponential cut-off of the long-range interactions. The position of the cross-over scales with the only length scale in the system, the typical distance between neighboring methylated CpGs,  $1/m$ , and, intuitively, separates a regime dominated by active feedback between DNA methylation and topology and a regime characterised by passive, conservative fluctuations. The numerical prefactor of proportionality between the position of the crossover and  $1/\langle m \rangle$  depends on the statistics of distances between neighboring CpGs in base pairs. We determined this prefactor using stochastic simulations of the disordered system representing the actual CpG positions in the mouse genome (see below) and found that the position of the crossover is approximately equal to  $350/\langle m \rangle$ .

## V Derivation of cross-correlation functions

To derive the cross-correlation between DNA methylation we begin with the master equation (12) and introduce a complementary binary vector  $\mathbf{a}$ ,  $a_i \in \{0, 1\}$ , which describes whether a site  $i$  is accessible ( $a_i = 1$ ) or not ( $a_i = 0$ ). We then couple this vector to the DNA methylation dynamics

in the simplest form compatible with our model interpretation in physical space. We begin by considering the expectation value of the product  $m_i a_j$  and for notational simplicity assume  $i < j$ ,

$$\langle m_i a_j \rangle = P(m_i = 1, a_j = 1) = P(a_j = 1 | m_i = 1) P(m_i = 1). \quad (81)$$

$P(a_j = 1 | m_i = 1)$  cannot be computed directly as it implicitly depends on other values of  $\mathbf{a}$  and  $\mathbf{m}$ . To proceed, we therefore in a first step “integrate in” the random variable describing accessibility at position  $a_{j-1}$ ,

$$\langle m_i a_j \rangle = \sum_{a_{j-1}} P(a_j | a_{j-1}, m_i) P(a_{j-1} | m_i) P(m_i). \quad (82)$$

Applying this step for the second factor we find

$$\langle m_i a_j \rangle = \sum_{a_{j-1}, a_{j-2}} P(a_j = 1 | a_{j-1}, m_i = 1) \quad (83)$$

How the deposited data were processed for this re-analysis (not part of the article)

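Single-cell RNA-seq counts of mouse embryonic stem cells, labelled as the line E14 throughout, at 0, 24 and 48 h after release from 2i into serum were used, with 96 wells under each of the labels D0, D1 and D2. The authors aligned the reads with HISAT2 and deposited whole-number counts of reads per gene for 288 wells, without normalization and before their filter on cells. The sample descriptions name a filtered and normalized table instead, but the values are whole numbers that sum to between 2 and 43336922 per well, and wells that fail the filter are present, so they were taken as raw counts. The deposited table has 54232 genes, of which 29287 have at least 1 read. Other data types of the study were not used here.

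From the counts, reads per cell, detected genes and the mitochondrial share were computed, and cells were kept with more than 200000 reads, more than 2000 genes and a mitochondrial fraction under 0.15. The paper's text prints this limit with a percent sign, and that reading was an alternative. Counts were scaled to CPM with the total of each cell. Means give each cell equal weight. A ratio against a label without any read is not given. Shares of cells have exact Clopper-Pearson 95% intervals, which cover counting error only. Depth differed between the labels, so shares and detected genes were also computed with each cell thinned to 200000 reads. With 1 culture per time point there was no test, and no number of changed genes is given.

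Clustering used Seurat 5.3.0 in R 4.3.3 where the study used another version, with 1000 variable genes, 15 components, a resolution of 0.8 and 20 neighbours. Scaling factors came from edgeR 4.0.16. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Transcript lengths came from a GENCODE annotation that may not be the one the authors used.

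Named genes are those the paper names for this experiment and the 5 largest rises and 5 largest falls of log2(mean CPM + 10) in D1 and in D2 over D0, among genes with a read in at least 50% of the cells of either label. Genes without an established symbol are not named. The alternatives were no filter on cells, reads summed over cells, log-normalized values, pseudocounts of 1 and 10 CPM, totals without abundant genes, TMM and median-of-ratios factors, detection limits of 5 reads and 10 CPM, thinning, each side of the plate, and other numbers of variable genes, components and resolutions. They and the rule for named genes were fixed before the data were examined. Hprt entered by the rule. The Y-linked genes, their X-linked copies and Ftl2 were chosen after values were seen, as were the clustering of D1 cells alone, the clustering of D2 cells alone at other resolutions and the filter of more than 300000 reads and more than 3000 genes. Leaving out each cell in turn was also added then. The filter was 1 of 12 pairs of limits tried.

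The direction of changes was tested on simulated counts with 200 genes changed 4-fold. Of the 199 changed genes that met the limits, 199 had the right direction in D1 over D0 and in D2 over D0. All cells were simulated with the spread of D0 cells and without a plate difference, and the order of the genes was not scored. For real genes of 30 to 100 mean CPM at equal depth, the median SD over mean was 1.10 in D0, 0.97 in D1 and 2.53 in D2. The test therefore does not cover the spread in D2 or the named positions. Clustering was tested on simulated cells with a subgroup among the D2 cells. With no subgroup there was 1 D2 cluster. A subgroup of 20 cells with 200 genes changed 4-fold or 8-fold was not found. With 500 genes changed 8-fold there were 2 D2 clusters, and the smaller held 23 cells, of which 20 were of the subgroup. With 1000 genes the smaller cluster held exactly the 20 cells. A subgroup of 40 cells with 500 genes changed 8-fold was not found. The cases with 500 and 1000 genes, and that with 40 cells, were added after those with 200 genes had failed. The smallest D2 cluster is given in place of the farthest, a change made after the output was seen, because with 2 clusters the distance rule is nearly symmetric. A single D2 cluster therefore does not exclude a subgroup, including one larger than the 20 cells found with the same change.

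For D2 with fewer detected genes, the comparison of transcript lengths was at first read as undecided, then read in D2 over D1, and is given here in the form written for it, D2 over D0 beside D1 over D0. The comparison of captured molecules was at first read as favouring that explanation by a limit set after its value was known, and is now read as undecided. Both readings were settled after the values were seen.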

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

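The tests of the Hprt and Y-linked reads in this part were chosen after the result was seen.

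Genes outside those the paper discusses set the cells labelled D1 apart. Hprt had a mean of 207 CPM in cells labelled D1 and a read in 96% of them, against 10% of cells labelled D0 and 7.53% of those labelled D2. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, summed, had a mean of 269 CPM in D1 and a read in 96% of cells, against 3.33% in D0 and 5.38% in D2. All 3 labels name the line E14, and the work that the paper cites for this line has HPRT-deficient embryos in its title. The Hprt genotype of the cultures used is not given. With no control samples, these values are set against the other labels.

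Depth is argued against, since 96% of cells labelled D1 still had an Hprt read with each cell thinned to 200000 reads. Reads shared between X-linked and Y-linked copies are argued against, since of the cells labelled D0 with Ddx3x reads 3.37% had a Ddx3y read. An annotation without the Y-linked genes is argued against by their 3173 reads in cells labelled D0. Cells of another type are argued against by the pluripotency list, whose median was 348 CPM in D1 and 283 CPM in D0.

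A candidate explanation that stays open is that most cells labelled D1 came from another line or genotype than those labelled D0 and D2. The values do not show which of the labels match the named line. In the 2 cells labelled D1 without an Hprt read, Ftl2 took a median of 65.1% of the reads on Ftl1 and Ftl2, near the 63.3% of D0 and the 66.0% of D2, while in the 48 cells with an Hprt read it took 0.39%. In each of those 48 cells the Ftl2 share was at most 3.31%, against at least 51.8% in D0 and 46.1% in D2. The match of the other cells labelled D1 to D0 and D2 rests on 2 cells. Plate, library and label cannot be told apart, so another line or genotype is a hypothesis. The time point is the biological difference of the design, and it was not tested. With the labels as given, an effect of time would have to be gone again at 48 h, since D2 lay near D0.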

How the results depend on the processing

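The clustering of D2 cells alone at other resolutions and the filter with higher limits were chosen after the data were seen, as was leaving out each cell in turn. No paired analysis was possible because each time point is one culture and the labels carry no replicate numbers.

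All 6 rises of Dnmt3a, Dnmt3b and Dnmt3l over D0 kept their direction in each alternative run. No alternative separates the time point from the plate. Of the 10 marker comparisons over D0, 8 went in the direction the paper states in the reported setting, and 7 with cells thinned to 200000 reads and in plate columns 7 to 12. Fgf5 has no read in D0 and could not have fallen. Without it, 6 of 8 comparisons went that way, and 5 in those 2 settings. Against CPM from summed reads, TMM factors shift every log2 ratio by 0.21 in D1 over D0 and by 0.28 in D2 over D0. Of 250 log2 ratios under alternatives, 197 moved beyond their counting interval, 47 did not and 6 reversed. The counting interval of a ratio is a Clopper-Pearson interval on the summed reads of the groups compared. It treats reads as independent and leaves out the spread between cells, so it is narrow and a move beyond it says little. The 25 differences of mean log-normalized values are on another scale and were compared by direction alone, which 24 kept and 1 reversed. Of 12 log2 ratios of Mt1, Ftl1, Sod1 and Prdx6 between the clusters of D2 cells alone, 10 moved beyond their counting interval and none reversed. Of 81 shares of cells, 15 moved.

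The log2 ratio of Dnmt3b in D2 over D1, 0.34 as reported, was -0.31 with no filter on cells, -0.070 with reads summed over cells, -0.0018 with summed reads and TMM factors, and -0.22 as the difference of mean log-normalized values. With each cell left out in turn, none of the 25 log2 ratios of the Dnmt3 and marker genes changed direction. The log2 ratio of Fgf5 in D2 over D1, -1.48 as reported, was 0.19 with thinned cells. That of Pou3f1 in D2 over D0, 2.22 as reported, was -0.047 with thinned cells and -0.32 in plate columns 7 to 12. The cause was not tested. Fgf5 and Pou3f1 had reads in 2 and 5 cells labelled D2.

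The filter left 1 cell with the mitochondrial limit at 0.15 percent and 233 cells in the other settings fixed before the data were examined. The number of D2 clusters was 1 as reported, 2 with D2 cells alone, and with D2 cells alone 1 at a resolution of 0.4 and 7 at a resolution of 1.2. The clusters of 52 and 41 cells are therefore not found at the lower resolution. The cause was not tested. Of the 20 named positions among the largest changes, 10 were kept with a pseudocount of 1 and 19 with no filter on the share of cells. Values without the D2.2 cells were not run, because no cells were assigned to that cluster.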

Differences from the paper's values

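The filter with more than 300000 reads and more than 3000 genes was chosen after the values were seen.

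The paper keeps 226 cells and 233 passed here, a ratio under the limit set for a difference. Of the alternatives set before the data were examined, none gave 226, and the mitochondrial limit at 0.15 percent left 1 cell. More than 300000 reads and more than 3000 genes left 226 cells, and this pair was chosen after seeing the values, as the only 1 of 12 pairs tried that gave the number.

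The paper states that naive markers fall and formative markers rise on release. Of 10 comparisons over D0, 8 went that way, of which 2 are those of Fgf5, which has no read in D0 and could not have fallen. Without Fgf5, 6 of 8 went that way. Zfp42 was higher in cells labelled D2 than in D0 (log2 ratio 0.52), and Otx2 was lower in cells labelled D1 (-0.64).

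The paper's sentence on the de novo methyltransferases at 24 h prints Dnmt3l for 2 statements, both as a gene expressed in most cells and as one that was low and in a subset of cells, and it does not name Dnmt3a. Here Dnmt3l had a read in 100% of cells labelled D1 and Dnmt3a in 96%.

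The paper describes a separate cluster of day 2 cells. With all labels clustered together there was 1 cluster of D2 cells. Settings with more were D2 cells alone, with 2, and D2 cells alone at a resolution of 1.2, with 7, the latter chosen after seeing the data. D2 cells alone at a resolution of 0.4, also chosen after seeing the data, gave 1.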

Other observations

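The tests of detected genes, of transcript length and of the order of the labels were chosen after the results were seen.

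Cells labelled D2 had fewer detected genes. Depth is argued against by the thinned median of 3974 genes, against 7810 in D0 and 8058.5 in D1. A few genes taking most reads in all cells alike are argued against, since the 50 most abundant genes took 16.9% of reads in D2, 15.3% in D0 and 18.5% in D1. These shares are of reads summed over cells. They cannot show whether single cells were each dominated by a different few genes. A transcript length bias is argued against as the whole cause. With genes divided by transcript length into 4 groups of equal size, the median log2 ratio of the longest group minus that of the shortest was -1.06 in D2 over D0 and -0.98 in D1 over D0, while D1 had the most detected genes. Fewer captured molecules per cell stay open. Among genes of 30 to 100 mean CPM, the median share of cells with a read was 35.5% in D2, 81.1% in D0 and 88% in D1 at equal depth, but this largely restates the pattern and does not separate capture from less RNA per cell or from the plate.

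Of the 9 Dnmt3 and marker genes, 2 rose or fell steadily from D0 over D1 to D2 and 5 did so in the order D0, D2, D1, with 2 in neither order. The tally depends on the processing. Over 11 alternatives, between 1 and 3 genes were steady as labelled and between 3 and 6 in the exchanged order. Dnmt3b moved to the exchanged order in the 4 settings that reversed its D2 over D1 ratio. With cells thinned to 200000 reads, 3 genes were steady in each order, as Fgf5 moved to the order of the labels and Pou3f1 to neither. Klf4 was steady as labelled in each alternative, and Dnmt3a, Dnmt3l and Nanog in the exchanged order. These values do not decide whether the D1 and D2 labels were exchanged, since Klf4 goes the other way and a change that is not steady gives the same picture. The labels were kept as given.

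Outside D1, Hprt reads lay mostly in plate column 12, rows B to G. There 6 of 6 cells labelled D0 and 6 of 6 labelled D2 had a read, against 3 of 84 and 1 of 87 in the other wells. Under each of these labels 1 of the 6 cells had a read of the Y-linked genes, so most had Hprt reads without Y-linked reads. These wells were singled out after the values were seen. In D2 the median number of detected genes was 7620.5 in those wells and 4739 in the others. No explanation was tested.

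With D1 cells clustered alone, which was chosen after seeing the data, there were 2 clusters of 37 and 13 cells. The smaller over the larger had a log2 ratio of 2.19 for Mt1, 0.39 for Ftl1, -0.16 for Sod1 and -1.03 for Prdx6. Of 86 ribosomal protein genes, 69 were above 0.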
